# A genome-wide relay of signalling-responsive enhancers drives hematopoietic specification

**DOI:** 10.1038/s41467-023-35910-9

**Published:** 2023-01-17

**Authors:** B. Edginton-White, A. Maytum, S. G. Kellaway, D. K. Goode, P. Keane, I. Pagnuco, S. A. Assi, L. Ames, M. Clarke, P. N. Cockerill, B. Göttgens, J. B. Cazier, C. Bonifer

**Keywords:** Differentiation, Transcriptional regulatory elements, Haematopoietic stem cells

## Abstract

Developmental control of gene expression critically depends on distal cis-regulatory elements including enhancers which interact with promoters to activate gene expression. To date no global experiments have been conducted that identify their cell type and cell stage-specific activity within one developmental pathway and in a chromatin context. Here, we describe a high-throughput method that identifies thousands of differentially active cis-elements able to stimulate a minimal promoter at five stages of hematopoietic progenitor development from embryonic stem (ES) cells, which can be adapted to any ES cell derived cell type. We show that blood cell-specific gene expression is controlled by the concerted action of thousands of differentiation stage-specific sets of cis-elements which respond to cytokine signals terminating at signalling responsive transcription factors. Our work provides an important resource for studies of hematopoietic specification and highlights the mechanisms of how and where extrinsic signals program a cell type-specific chromatin landscape driving hematopoietic differentiation.

## Abstract (web summary)

Defining cis-regulatory elements is an important goal in understanding how gene expression is regulated. Here the authors show blood cell-specific gene expression is controlled by the action of thousands of differentiation stage-specific sets of cis-elements that respond to cytokine signals terminating at signaling responsive transcription factors.

## Introduction

The blueprint for the developmental regulation of gene expression is encoded in our genome in the form of cis-regulatory elements that exist as nuclease hypersensitive sites in chromatin. These elements are scattered over large distances and integrate multiple intrinsic and extrinsic signals regulating the activity of transcription factors (TFs) that bind to such elements^1,2^. TFs and TF encoding genes together with their targets form gene regulatory networks (GRNs) that define the identity of a cell. TFs together with chromatin remodellers/modifiers form multi-molecular complexes that assemble on cis-regulatory elements and interact with each other within intranuclear space to activate gene expression^2^. To answer the question of how one GRN transits into another in development, it is essential (i) to identify and characterize the full complement of cell type and cell stage-specific transcription regulatory elements, (ii) to identify the TFs binding to them and (iii) to understand how they respond to external cues.

For several decades, reporter gene assays have been used to define cis-regulatory elements as enhancers or promoters, with enhancers being able to increase transcription from promoters independent of their orientation^3,4^. However, assessing enhancer activity within a chromatin context is more difficult. Studies inserting individual enhancer-promoter combinations at different genomic locations revealed that the local chromatin environment strongly influences gene expression. Such effects can typically only be overcome if the full complement of cis-regulatory elements is present on a transgene, making the analysis of individual elements difficult as their deletion make transgenes again susceptible to position effects as reviewed in^5^. The deletion of individual elements within a gene locus can uncover enhancer function, but often misses developmental stage-specific elements, at least in part due to functional redundancy with neighbouring elements. Therefore, multiple surrogate markers have been identified that correlate with a high activity of the gene linked to the respective cis-regulatory element, including DNaseI hypersensitivity, TF binding, histone acetylation/mono-methylation and enhancer transcription^3,6–11^. None of these features, alone or in combination was fully predictive of enhancer activity with TF binding being the best predictor^12,13^. Consequently, functional assays remain essential to ascertain whether any given element can stimulate transcription in a chromatin context.

During embryonic development, definitive blood cells including hematopoietic stem cells develop from mesoderm derived endothelial cells within the dorsal aorta^14,15^. The specification of hematopoietic cells in the embryo and hematopoietic cell differentiation in the adult have served as an important model to reveal general principles of the control of gene expression in mammalian development^16^. The roles of the most important TFs together with signals such as cytokines controlling different developmental stages are known, and most intermediate cell types have been identified. Moreover, in vitro differentiation of human and mouse embryonic stem cells (ESCs) recapitulates embryonic hematopoietic development, thus facilitating deep molecular analysis into the developmentally-controlled transition of gene regulatory networks (GRNs)^17^.

We previously reported a multi-omics analysis revealing dynamic GRNs that are specific for each of the major stages of blood cell specification from ESCs. We identified the locations and dynamic activities of sets of cis-regulatory elements associated with developmental gene regulation and based on this data uncovered important pathways, such as Hippo signalling that are required for blood cell formation^18–20^. However, major questions are still open. Whilst we could correlate chromatin alterations with dynamic gene expression^21^, our data did not provide functional evidence for which cis-regulatory elements have enhancer activity, how they are controlled at different developmental stages, how extrinsic signals control their activity and importantly, which TFs mediate signalling responsiveness.

In the work presented here, we describe the development of a high-throughput method identifying thousands of enhancer and promoter elements specifically active at defined stages of blood cell specification in a chromatin environment and correlate their activity with gene expression in the same cells. We are using mouse ESCs to be able to integrate our results with our previously global multi-omics collected data, but the method can be expanded to any cell type that can be differentiated from ESCs and can easily be adapted to human ESCs. We show that the same elements exist as active chromatin in vivo in the appropriate mouse cell types. Finally, we identify cytokine responsive enhancer elements, and for one cytokine, VEGF, characterize the TFs mediating its activity within the GRN driving blood cell development. Our work provides a tool to significantly advance our understanding of developmental gene expression control in the hematopoietic system and beyond.

## Results

### Establishing a high-throughput method for functional enhancer testing in a chromatin environment

We identified functional enhancer elements in the chromatin of mouse embryonic stem cells and their differentiated progeny representing different stages of hematopoietic specification (Fig. 1a)^18,19^. The first stage analysed here consists of FLK1-expressing hemangioblast-like cells^22^ which have the ability to differentiate into cardiac, endothelial and hematopoietic cells and which are purified from embryoid bodies (EBs) after day 3 of culture. These cells are then placed into blast culture and form a mixture of (i) hemogenic endothelium 1 (HE1) which expresses a low level of RUNX1, (ii) hemogenic endothelium 2 (HE2) cells which up-regulate RUNX1 and CD41 but are still adherent and (iii) blast-like hematopoietic progenitor cells (HP) that underwent the endothelial-hematopoietic transition (EHT) and float off into the culture medium. Using the differential expression of specific surface markers (KIT, TIE-2 and CD41) each cell type can be purified to near homogeneity.

**Fig. 1:**
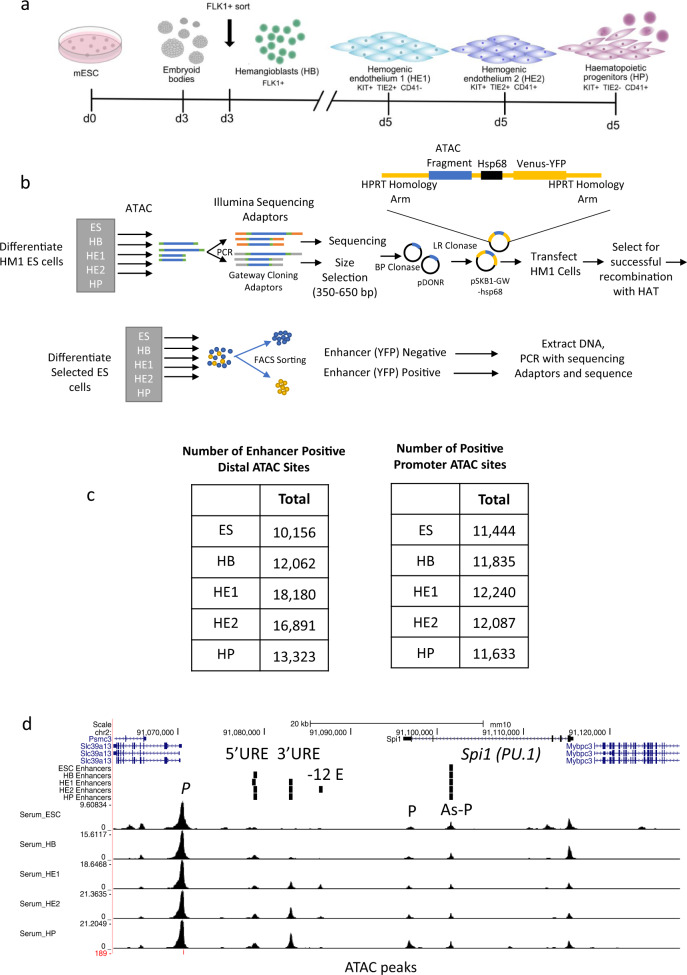
Establishing a high-throughput method for functional enhancer testing in a chromatin environment. **a** Depiction of the ES cell differentiation system and the cell types analysed. **b** Overview of the screening procedure using ATAC-Seq fragments from 5 different cell stages. **c** Total number of distal and promoter ATAC-sites scoring positive in two replicates of the assay. **d** UCSC Browser screenshot showing an example of well characterized enhancers (5’URE, 3’URE, −12 kb enhancer, promoter (P) and antisense promoter (As-P) from the SPI*1* (PU.1) locus^25^ marked by ATAC-Seq peaks which were recovered in our screen. Distal cis regulatory elements active at the different stages scoring positive in our assay (enhancers) are indicated by vertical bars.

Figure 1 and Supplementary Fig. 1 show the enhancer identification pipeline which is based on the system developed by Wilkinson et al. 2013^23,24^ and was adapted for a high-throughput genome-wide screen. 

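Open chromatin was analysed from ATAC-Seq peak lists of HM-1 mouse ES cells differentiated in serum, with 2 replicates of each of 5 stages (10 libraries). HB cells were FLK1+ cells sorted from embryoid bodies after 3 days, and a further 2.5 days of blast culture gave the cells that KIT, TIE-2 and CD41 separated into HE1, HE2 and HP. The authors trimmed single-end reads, aligned them to mm10 (GRCm38), called peaks in each library separately with MACS2 and removed peaks in blacklisted regions. The lists hold 86.0% to 87.5% of the peak numbers that MACS2 had given out, and what removed the rest was not tested. The lists held 85436 and 75743 peaks for ES cells (replicate 1 and replicate 2), 64663 and 68947 for HB, 52659 and 52563 for HE1, 56959 and 53811 for HE2, and 47422 and 48963 for HP. They give the position, summit, score and fold of each peak within its own library but no read counts, so the depth of the libraries is not known and a lower number of peaks can come from fewer reads. From there, peaks on the autosomes and sex chromosomes were called promoter peaks when the summit lay within 1.5 kb of a TSS of the GENCODE annotation and distal peaks otherwise. Sites of a stage were the merged peaks called in both of its replicates, and 95.1% to 97.5% of the distal peaks of a library had a gene with a TSS within 100 kb. Shares of peaks, not peak heights, were compared between stages, and the fold of a peak was used only to describe it within its list. Nothing states whether the 2 replicates of a stage came from separate cultures, so each p-value measures the spread between libraries only, and each confidence interval covers counting error only.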

Essentially, we differentiate cells, sort them into different developmental stages as shown in Fig. 1a, purify ATAC-Seq fragments for each differentiation stage, clone them into a targeting vector to generate a fragment library which is then integrated into a defined target site in the *HPRT* locus carrying a minimal promoter to drive a reporter gene (Venus-YFP) (Fig. 1b). By employing this targeting system, we ensure that only one fragment and reporter construct is active in each cell and that it is in an accessible chromatin environment throughout differentiation. We then differentiate cells and purify cells from each stage of development for reporter activity measurements (Supplementary Fig. 1a, b). Cell populations expressing high, medium and low YFP levels are isolated together with YFP negative cells (Supplementary Fig. 1b). Fragment inserts are sequenced after amplification using barcoded primers recognising the ATAC linkers. Each unique aligned read in the sequencing data is representative of a fragment that was cloned into the reporter construct and is assigned activity based on which FACS (YFP) population it was sorted into. Sequences then undergo a rigorous filtering against different criteria as detailed in Supplementary Fig. 1c (discussed in more detail in Supplementary Notes). The original plasmid libraries cover between 90% and 98% of all ATAC-Seq peaks (Supplementary Fig. 1d). Our screen was conducted in two replicates identifying several hundred-thousand fragments with transcription-stimulatory activity (Supplementary Fig. 1f). 22−31% of fragments were located within annotated distal elements (Supplementary Fig. 1d), covering more than 70,000 enhancer-positive ATAC sites across all stages (Fig. 1c left panel, Supplementary Fig. 1e, Supplementary Dataset 1). The remaining fragments were promoter sequences which were classified as being within 1.5 kb of an annotated transcription start site (Fig. 1c, right panel, Supplementary Fig. 1e). 

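Spi1, which encodes the ETS-family TF PU.1 needed for myeloid and lymphoid development, carried ATAC-Seq peaks at 5 elements on chromosome 2 of GRCm38. The 3′URE upstream of the gene (91082750 to 91083562) had a peak in both replicates of HE1, HE2 and HP cells and in neither ES library. Its fold over the local background at the summit was 9.18 and 10.6 in the HE1 replicates, 11.2 and 12.1 in HE2, and 11.4 and 10.6 in HP, against 3.35 in HB replicate 2 and no peak in HB replicate 1. The element nearest upstream of the promoter (91086270 to 91086631), named in Fig. 1d after a place 12 kb upstream but with its summit less than 10 kb from the annotated TSS, was open in both HE1 replicates, with folds of 7.73 and 6.89, and in HE2 replicate 1, with a fold of 3.61, but had no peak in any ES, HB or HP library. The 5′URE (91078021 to 91079362) and the Spi1 promoter (91096201 to 91097266) each had a peak in 9 of the 10 libraries, all but ES replicate 2. The antisense promoter in an intron of Spi1 (91101159 to 91102035) had a peak in all 10 libraries. With only the 30000 highest peaks of each library kept, the 5′URE and the promoter each had a peak in 6 libraries, the promoter in no HB library, and the element from 91086270 in no HE2 library. The sequence of the element from 91086270 to 91086631 holds a RUNX motif, TGACCACA, from 91086528 to 91086535, and that of the 3′URE holds the ETS motif CTTCCTGT at 91083076 and again at 91083096. A fold compares a summit with the background of its own library and was not tested between stages, and a missing peak means that none was called at the unknown depth of that library.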

An example for enhancer annotation is shown in Fig. 1d, depicting the well-characterized Spi*1* (PU.1) locus, which captures all previously identified enhancer elements together with their known stage-specific activity^25^ with other examples shown in Supplementary Notes. Most ATAC-fragments displaying stimulatory activity in our reporter assay (see scheme in Supplementary Fig. 2a, Supplementary Fig. 1e) overlapped with fragments within the same ATAC site that did not score, indicating that the vast majority of captured open chromatin regions can regulate transcription. Moreover, between 30% and 50% of all distal ATAC sites and around 80% of all promoter sites in the ATAC library contained a fragment scoring in our assay (Fig. 2a; Supplementary Fig. 2b). 

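The distal sites open in both replicates numbered 47455 in ES cells, 38549 in HB, 28924 in HE1, 29830 in HE2 and 25309 in HP cells. The paper's numbers of distal ATAC sites behind Fig. 2a are 35358, 32159, 34351, 34784 and 33878 for the same stages. Per library, ES cells had the most distal peaks, 60594 ± 6386 (SD, n = 2), and HP cells the fewest, 31607 ± 987, with 47883 ± 2708 in HB, 35928 ± 86.3 in HE1 and 38186 ± 1971 in HE2. Promoter peaks varied less between stages, from 19881 ± 472 in ES cells to 16517 ± 102 in HP cells. These numbers were not tested, since more reads can give more peaks.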

The median number of positive fragments per distal ATAC site was between 3 and 6 (Supplementary Fig. 1g).

**Fig. 2:**
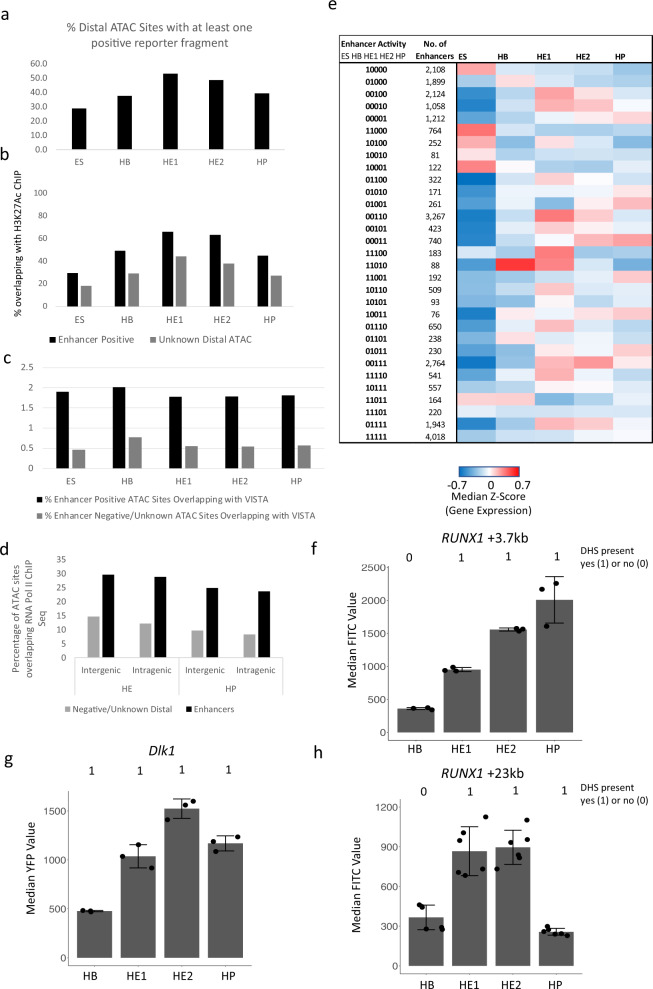
Characterization of enhancer features and association of cell stage-specific enhancer activity with cell stage-specific gene expression. **a** Distal ATAC sites containing at least one fragment scoring positive in our assay. Source data are provided as a Source Data file. **b** Percentage of functionally identified distal elements scoring positive in our screen overlapping with histone H3 lysine 27 (H3K27Ac) peaks as compared to inactive elements or where activity is not known. ChIP data from ref. ^18^. Source data are provided as a Source Data file. **c** Overlap of fragments scoring positive in our assay with known enhancers from the VISTA database^26^. Source data are provided as a Source Data file. **d** Percentage intergenic and intragenic fragments scoring positive in our assay overlapping with RNA polymerase II binding sites in the hemogenic endothelium and HP cells. Pol II data from ref. ^30^. Source data are provided as a Source Data file. **e** Presence or absence of enhancer activity at the different developmental stages expressed as binary code (0 = scoring negative; 1 = scoring positive) and sorted by the activity pattern across differentiation. The heatmap depicts the activity of the genes associated with these elements. Enhancer - promoter association was determined by using the union of HiC data from ES and HPC7 (HP) cells^29^ together with co-regulation data determined by ref. ^21^ in a total of 21,671 elements. All promoters not covered by these data (5599) were associated by being the nearest to the enhancer element. **f**–**h** Activity profiles of individual enhancers identified in our screen in single ES cell clones during differentiation. The presence or absence of an ATAC-peak is indicated by the binary code used in (**e**). **f** *RUNX1* + 3.7 enhancer element (chr16:92822182-92822601). **g** *Dlk1* enhancer element (Chr12: 109437601-109438085), **h** *RUNX1* + 23 kb enhancer element^49^. Data are presented as mean values + /− standard deviation (SD). Dots showing individual values for *Dlk1* and *Runx1* + 3.7 kb *n* = 3 biologically independent experiments and for *Runx1* + 23 kb *n* = 6 biologically independent experiments. For sequence details see Supplementary Notes. Source data are provided as a Source Data file.

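At the +3.7 kb enhancer of Runx1, the gene of the TF required for the EHT, a peak was called in both replicates of HB, HE1, HE2 and HP cells and in neither ES library (chromosome 16 of GRCm38, 92821791 to 92822709, in an intron of Runx1). The fold at its summit was 6.19 and 6.44 in HB, 7.84 and 8.42 in HE1, 7.95 and 9.03 in HE2, and 9.45 and 9.99 in HP cells. Ranked by score within each list, the peak lay in the top 54.6% and 46.6% of HB peaks and in the top 7.41% and 5.13% of HP peaks. Folds and ranks are values within a list, the lists differ in length, and neither was tested between stages. The +23 kb enhancer (92801503 to 92802249, also in an intron) had a peak in both replicates of HE1, HE2 and HP cells and in no ES or HB library. Its fold was 5.72 and 5.68 in HE1, 11.5 and 11.5 in HE2, and 14.3 and 12.6 in HP cells. The enhancer upstream of Dlk1, which encodes a non-canonical NOTCH ligand, had a peak in all 10 libraries (chromosome 12, 109436744 to 109438340), with folds of 6.99 and 6.45 in ES cells and of 11.4 and 9.47 in HE2. The +3.7 kb enhancer holds a RUNX motif, AGACCACA, from 92822281 to 92822288, the +23 kb enhancer an ETS motif, ACAGGAAG, from 92801664 to 92801671, and the Dlk1 enhancer a CTCF motif, CCGGCAGGGGGC, from 109437907 to 109437918. The Dlk1 enhancer also holds GATA and E-box motifs. No TEAD or RUNX consensus matched in the 400 bp around the summits of the +23 kb and Dlk1 enhancers. The paper describes TEAD and RUNX1 sites in both, so exact matches in this window can miss sites described there. With only the 30000 highest peaks of each library kept, no HB library had the +3.7 kb peak and no HE1 library the +23 kb peak.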

We next integrated our enhancer data with previously published chromatin immunoprecipitation (ChIP)-Seq data characterizing histone modifications at cis-regulatory elements in the same experimental system^18^. About 30% to 60% of all enhancer sites overlap with H3K27Ac regions (Fig. 2b, Supplementary Fig. 2c). We find a significant overlap of our positive but not our negative/unknown enhancer ATAC sites with the VISTA enhancer database which describes 1061 functionally identified enhancers^26^ (Fig. 2c, Supplementary Fig. 2d). The size distribution of positive and negative (non-scoring) fragments was the same (Supplementary Fig. 2e) indicating an absence of size selection for active fragments. Most enhancer positive ATAC fragments overlap with open chromatin sites found in purified hemogenic endothelium and endothelial cells from day 9.5 and day 13.5 mouse embryos^27,28^ indicating that they are active in vivo (Supplementary Fig. 2f). Finally, the comparison with previously collected TF ChIP data^18,20,29–31^ shows that between 17% (in HB) and 76% (in HP cells) of enhancer fragments are bound by ubiquitous and differentiation stage-specific TFs, depending on the number of available ChIP experiments for each stage.

It was reported that active enhancers are bound by RNA-Polymerase II (Pol II) and are transcribed^8,32^. To examine the correlation between the ability of distal elements identified in our study to drive RNA production during development we examined whether they were capable of binding Pol II using a previously published data-set from ESC generated HE and HP cells^30^. Figure 2d shows that up to 30% of identified enhancers are associated with Pol II binding.

### Sequential stages of hematopoietic specification are defined by distinct enhancer sets

The genomic information for tissue-specific gene expression manifests itself in the activity pattern of distal regulatory elements^18,33^. An important feature of our method is therefore the identification of developmental stage-specific enhancer activity (Supplementary dataset 2). Between 10% and 20% of all distal and between 15% and 50% of all promoter sites showed stage specific activity in our assay (Supplementary Fig. 3a). 

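Enhancer sites listed as specific for ES and HB cells in Supplementary Data 2 nearly all lay in open chromatin of their own stage. A peak was called in both replicates at 1575 of 1663 ES-specific sites (94.7%, exact 95% binomial interval 93.5 to 95.7) and at 1030 of 1065 HB-specific sites (96.7%, 95.5 to 97.7). The shares were 75.0% for HE1 (847 of 1129 sites, 72.4 to 77.5), 65.3% for HE2 (143 of 219, 58.6 to 71.6) and 66.2% for HP (476 of 719, 62.6 to 69.7). The sites were listed for activity at a single stage, so how restricted their activity is cannot be compared with their open chromatin. The shares below are of all listed sites, including those without a peak in both replicates of their own stage. Sites with a peak in both replicates of their own stage and in no library of another stage numbered 914 for ES (55.0%), 386 for HB (36.2%), 162 for HE1 (14.3%), 16 for HE2 (7.31%) and 148 for HP (20.6%). Of the HE1-specific sites, 196 (17.4%) were also open in both HE2 replicates, and of the HE2-specific sites, 66 (30.1%) were open in both HE1 replicates. The first value depended on the library, since HE2 replicate 1 alone had a peak at 697 of these HE1-specific sites (61.7%) and HE2 replicate 2 alone at 232 (20.5%), and either at 733 (64.9%). At least 1 HE1 replicate had a peak at 122 of the HE2-specific sites (55.7%). The study chose the sites on these stages, so their overlap with the peaks is not independent evidence. When a single library per stage was used, sites open in their own stage alone numbered 551 (without replicate 1) or 261 (without replicate 2) for HE1, 43 or 42 for HE2 and 238 or 270 for HP, and with the 30000 highest peaks of each library the sites found at their own stage numbered 647 for ES, 543 for HB, 174 for HE1, 8 for HE2 and 171 for HP.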

To assign genes to regulatory elements, we used publicly available HiC and co-regulation data^21,29,34^ and examined how gene expression correlated with enhancer activity by generating a binarized matrix cataloguing enhancers as active (1) and inactive (0) at each of the five differentiation stages (Fig. 2e, Supplementary datasets 2, 3). This analysis which depicts gene expression at the different stages in a heatmap shows that (i) enhancer activity during development is largely continuous and (ii) stage-specific gene expression is strongly associated with stage specific enhancer activity. Examples for stage-specific active enhancers can be found in Fig. 2f–h and Supplementary Fig. 2g.

We then determined for each differentiation stage, which TF motif combinations were associated with enhancer activity (Fig. 3 and Supplementary Fig. 3). 

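ES cells held the largest share of distal sites found at a single stage and HE2 cells the smallest. Of the distal sites open in both ES replicates, 18369 (38.7%, exact 95% binomial interval 38.3 to 39.1) had no peak in any library of another stage. The share was 23.5% in HB (9066 sites, 23.1 to 23.9), 6.95% in HP (1760 sites, 6.64 to 7.27), 4.66% in HE1 (1349 sites, 4.42 to 4.91) and 1.58% in HE2 (472 sites, 1.44 to 1.73). HE1 and HE2 shared most of their distal sites. At least 1 HE2 replicate had a peak at 92.5% of HE1 sites and at 89.4% of HP sites, whereas at least 1 HE1 replicate had a peak at 46.7% of HB sites. Promoter sites were less restricted at every stage, with 8.05% of ES, 3.85% of HB, 0.618% of HE1, 0.237% of HE2 and 0.953% of HP promoter sites found at that stage alone. Replicates of a stage shared more of their open distal base pairs than libraries of different stages, with a mean Jaccard index of 0.582 (SD 0.0175 over 5 pairs) against 0.276 over the other 40 pairs. This difference of 0.306 was larger than in any other way to pair the 10 libraries (exact permutation test, one-sided p = 0.00106, the smallest possible), as was the difference for promoter peaks (0.806 against 0.689, a difference of 0.117, p = 0.00106 from the same exact test). Among stages, HE1 and HE2 were the most alike (mean Jaccard index 0.515, SD 0.0524 over 4 library pairs) and ES and HP the least (0.152, SD 0.00430). HE1 replicate 2 and HE2 replicate 1 reached 0.567, beside 0.566 for the 2 HE2 replicates and 0.594 for the 2 HE1 replicates. From a single library per stage the restricted distal sites numbered 26745 (without replicate 1) or 32463 (without replicate 2) in ES, 16700 or 13486 in HB, 6042 or 4233 in HE1, 3269 or 2922 in HE2 and 4337 or 4944 in HP. Without replicate 1 the share was higher in HE1 (16.8%) than in HP (13.4%), the other way round from the full set. Calls in either replicate gave 34615 restricted sites in ES, 16686 in HB, 4981 in HE1, 3210 in HE2 and 5028 in HP, and the 30000 highest peaks of each library gave 6230 in ES, 3911 in HB and 167 in HE2.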

We first examined the motif content of distal ATAC-Seq sites at specific differentiation stages by defining distal elements specific for each stage^18^. 

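RUNX and PU.1 motifs, the sequences bound by the hematopoietic TFs RUNX1 and PU.1, were most frequent in HP cells. The RUNX motif lay within 200 bp centred on the summit of 13.6% ± 0.0564 (SD, n = 2) of HP distal peaks, against a mean of 6.46% at the other 4 stages (log2 difference 1.17, standard error 0.0809, adjusted p = 1.23e-05 from limma). The PU.1 motif was in 7.98% ± 0.106 of HP peaks against 4.73% (log2 difference 0.84, adjusted p = 7.41e-06), and the GATA motif in 17.7% against 13.3% (0.54, adjusted p = 7.60e-06). GATA was not particular to HP cells, since it was also called higher in HB (15.1%), HE1 (16.9%) and HE2 (15.7%), with 5.49% in ES cells. TEAD and SOX motifs were higher in HE1, where they lay in 7.92% ± 0.291 and 12.9% ± 0.575 of the peaks against 5.82% and 9.20% (log2 differences 0.48 and 0.51, adjusted p = 0.000977 and 0.000117). In HP cells both were lower than at the other stages, by log2 differences of −0.65 and −0.60 (adjusted p = 0.000203 and 6.05e-05).
In HE2 neither passed the test, with log2 differences of 0.01 for TEAD (adjusted p = 0.954) and 0.10 for SOX (adjusted p = 0.140). The HE2 libraries stood apart from each other in these motifs. Replicate 1 had RUNX in 9.26%, TEAD in 6.77% and SOX in 11.0% of its peaks, and replicate 2 had them in 11.9%, 5.49% and 9.53%. Without HE2 replicate 2, SOX was higher in HE2 (log2 difference 0.20, adjusted p = 0.00917). RUNX was higher in HE2 than at the other stages too (10.6% ± 1.87, log2 difference 0.71, adjusted p = 0.000144). AP-1 motifs, bound by the signalling-responsive FOS and JUN factors, were in 16.4% ± 0.620 of HE1 peaks (0.95, adjusted p = 0.000108) and 12.5% ± 2.52 of HE2 peaks (0.45, adjusted p = 0.00440; 0.24 without HE2 replicate 1). NF-κB motifs were in 1.56% of HE1 peaks (1.08, adjusted p = 1.74e-05).
The composite OCT-SOX motif of the pluripotency factors OCT4 and SOX2 was in 0.219% ± 0.0143 of ES peaks against 0.0323% (2.84, adjusted p = 3.55e-06), and TEAD was also higher in ES cells (7.51% ± 0.688, 0.38, adjusted p = 0.00322). HB cells had the most LEF1 motifs, bound by the mediators of WNT signalling (3.23% ± 0.0378, 1.07, adjusted p = 4.36e-06), and fewer AP-1 motifs (5.79% ± 0.155, −0.93, adjusted p = 0.000117). The lowest motifs relative to the other stages were GATA (−1.57), ETS (−1.45) and MEF2 (−1.19) in ES cells, MEF2 (−1.10) and NFE2 (−1.06) in HB, OCT-SOX in HE1 (−1.43) and HE2 (−0.98), and GFI1B (−0.78) and RAR (−0.69) in HP cells. Of 40 motifs tested by limma, 16 were higher and 16 lower in ES cells, 12 and 21 in HB, 22 and 8 in HE1, 17 and 10 in HE2, and 10 and 16 in HP cells. Without HE1 replicate 1 or HE1 replicate 2, 5 motifs were lower in HE1. The motifs were consensus sequences, so a share counts exact matches, not binding. From stage-specific sites and their motifs, the paper reports an association between the open elements of a stage and motifs for TFs of that stage, and it cites earlier ChIP data beside this.

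**Figure D1:**
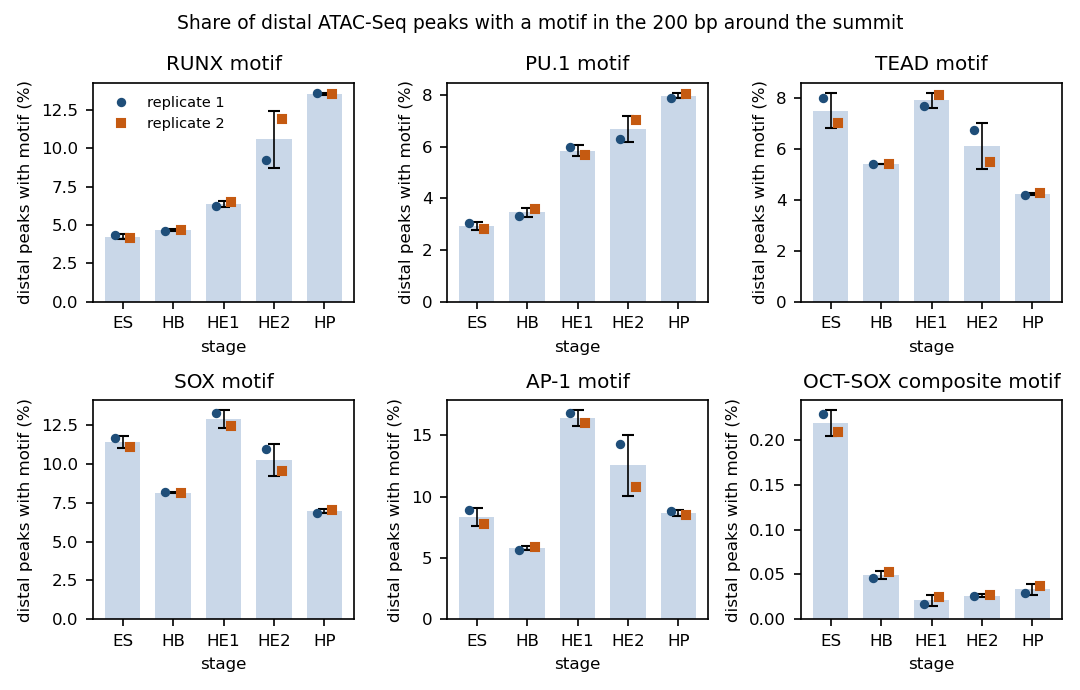
Share of distal ATAC-Seq peaks with a motif (y axis, distal peaks with motif in %) at each stage (x axis) for RUNX, PU.1, TEAD, SOX, AP-1 and OCT-SOX motifs. Bars are means of 2 replicates, error bars the SD and points the replicates. RUNX and PU.1 are highest in HP cells (13.6% and 7.98%), AP-1, TEAD and SOX in HE1 (16.4%, 7.92% and 12.9%) and OCT-SOX in ES cells (0.219%).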

In line with previously published ChIP data^18,20,29^, cell stage-specific cis-element patterns are associated with stage-specific TF motifs (Fig. 3a), with those for hematopoietic TFs such as RUNX1 or PU.1 being enriched in HP cells and those for the HIPPO signalling mediator TEAD and SOX factors enriched in the HE. This pattern was also seen with stage-specifically active enhancer but not with promoter fragments (Supplementary Fig. 3b). In contrast, ubiquitously active enhancer fragments displayed a similar motif signature at all developmental stages, reinforcing the notion that tissue-specificity is encoded in distal elements (Supplementary Fig. 3c, left panel). The motif for the Zn ++ finger factor CTCF was enriched in active distal enhancer but not promoter fragments. It was recently shown in differentiating erythroid cells that dynamically bound CTCF cooperates with lineage-specific TFs bound to distal elements to interact with promoters^35^. Our data are consistent with this finding.

**Fig. 3:**
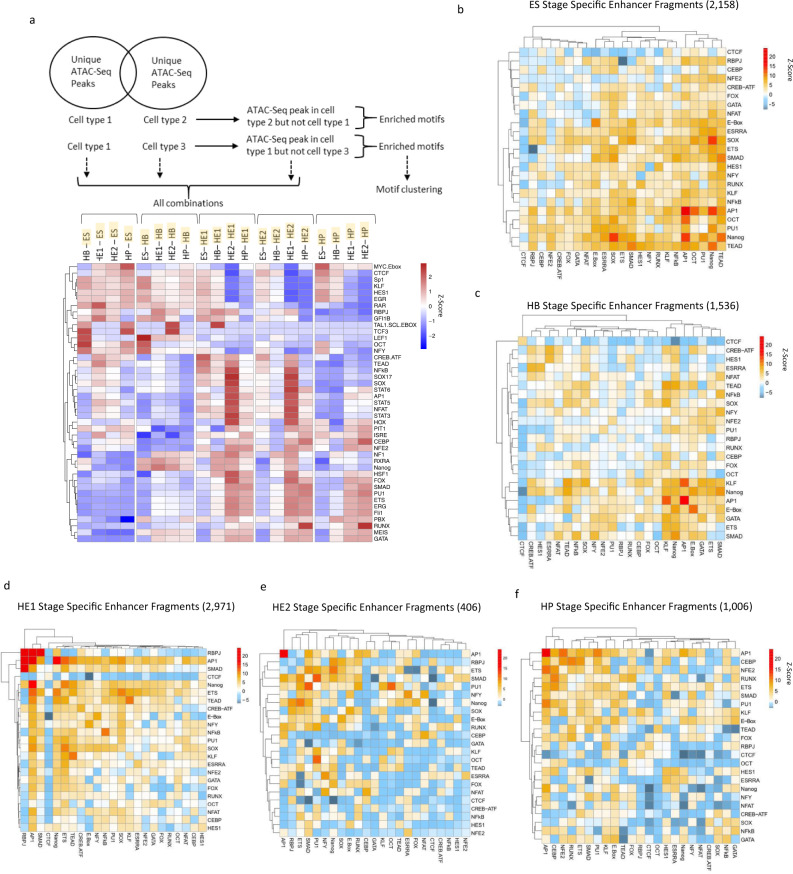
Stage-specific enhancer elements show a specific TF motif and motif co-localization pattern. **a** Identification of specific TF binding motifs in cell type specific open chromatin regions (distal elements only) as described in ref. ^18^. The upper panel shows the filtering strategy. The lower panel shows how specific binding motifs are enriched in ATAC-Sites that are specific for each cell type (highlighted in yellow) as compared to another cell type (indicated by brackets). **b**–**f** Motif co-localization analysis. Heatmaps depicting Z-Score enrichments for pairs of TF binding motifs within 50 bp for five cell differentiation stages as indicated on top of each heat-map, together with the number of fragments analyzed. Binding motifs for the indicated TFs are listed on the right and the bottom of the heat-map. Position-weight matrices used for this analysis can be found in Supplementary Notes Table 1. The overall strategy is outlined in Supplementary Fig. 3d. Note that we do not expect the diagonal to be a uniform line. In the heatmap the diagonal represents the tendency for a motif to co-localize with itself which only yields a high score with groups of multiple of the same motif within 50 bp of each other, and if these groups occur more frequently compared to the background peak set. This feature will be different for each motif.

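RUNX motifs had the highest relative enrichment score S in HP cells among the 4 motifs named for HP and HE, and the comparison with each other stage gave the same direction. The score takes the number of motif instances per site in distal sites of 1 stage that are absent from another stage. It is divided by the same number over all 20 such sets pooled, so that 1 means the level of the pool. ES sets (21467 to 32169 sites) weigh more in the pool than HP sets (2694 to 11267 sites). In sites of HP cells the mean score over the 4 comparisons was 3.10 for RUNX (2.63 to 3.57) and 2.45 for PU.1 (2.24 to 2.57). For HE1 it was 1.44 for TEAD (1.12 to 1.63) and 1.61 for SOX (1.37 to 1.78). HE2 sites scored 0.847 for TEAD (0.488 to 1.17) and from 0.583 to 1.42 for SOX, with values on both sides of 1, and 2.19 for RUNX (0.945 to 3.56), the lowest against HP cells. ES sites scored 2.28 for OCT-SOX (2.16 to 2.40) and 1.18 for TEAD (1.06 to 1.34). AP-1 and NF-κB scored 2.38 (1.96 to 2.61) and 2.68 (2.12 to 3.03) in HE1. Scores computed from each replicate alone had SDs of 0.292 for RUNX and 0.0594 for PU.1 in HP, and of 0.243 for TEAD and 0.0283 for SOX in HE1. The score has no test, and the sets overlap, so the 4 comparisons of a stage are not independent.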

We next asked whether stage-specific enhancer activity was correlated with a pattern of cooperating TFs. To this end, for each developmental stage we performed a motif co-localization analysis which examines whether specific binding motif pairs located within 50 bp of each other were enriched in stage-specific enhancer fragments as compared to all open chromatin sites (analysis scheme depicted in Supplementary Fig. 3d). 

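Pairs such as OCT with OCT in ES cells, GATA with GATA in HB, AP-1 with FOX in HE1 and C/EBP with PU.1 in HP cells were among those that lay within 50 bp of each other more often in the stage-specific enhancer sites of Supplementary Data 2 than in random distal sites. A z-score compared the pairs counted in the listed sites, 400 bp each, with 1000 draws of as many distal sites open in both replicates of the stage. Of 722 pairs tested for ES, 17 had a z-score over 3, as did 19 of 702 for HB, 27 of 709 for HE1, 14 of 697 for HE2 and 27 of 664 for HP. Many of these pairs were rare. Of all 104, 42 (40.4%) were seen a single time in the listed sites, among them 10 of the 14 pairs in HE2. Among pairs expected at least 5 times, 3 in ES, 3 in HB, 6 in HE1, none in HE2 and 1 in HP cells passed a z-score of 3. The z-scores are not adjusted for the number of pairs and have no replicates, because each list of sites is a single set.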

Motifs with a 100% overlap were removed. Stage-specific enhancer activity correlated with enriched colocalizations of motifs for developmental-stage specific TFs (Fig. 3b–f). In line with their generally open chromatin structure^36^, ESC-specific enhancers showed a great variety of paired motifs such as those for the pluripotency factors NANOG/SOX2/OCT4. 

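OCT motifs paired with themselves 29 times in the 1663 ES-specific enhancer sites against 5.01 ± 4.51 (mean and SD of the draws) in distal sites of ES cells, a z-score of 5.32. Every pair of copies in a site counts, so a cluster of copies in 1 site gives several pairs. The number of sites that held the 29 pairs is not given here. Pairs among the pluripotency motifs were less over-represented. SOX with OCT was seen 11 times against 5.21 ± 2.40 (z-score 2.41) and SOX with NANOG 6 times against 2.91 ± 1.76 (z-score 1.76), whereas OCT with NANOG was not seen against 2.42 ± 1.62 (z-score −1.49). The NANOG consensus lay in 1.59% of ES distal peaks, against 1.37% for its shuffled sequences, which limits what NANOG pairs can show. TEAD motifs, the targets of HIPPO signalling, paired with KLF motifs 31 times against 12.9 ± 4.24 (z-score 4.27) and with E-box motifs 52 times against 27.4 ± 6.09 (z-score 4.03, or 1.79 within 20 bp). When the motif hits were moved between the listed sites, which keeps how often each motif occurs, TEAD with KLF had 1.71 and TEAD with E-box 1.09.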

Interestingly, AP-1 motifs showed a very high co-occurrence both with itself and other motifs, potentially linking enhancer activity to signalling processes (Fig. 3b). 

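In the ES-specific sites, AP-1 motifs lay beside other AP-1 motifs 7 times against 11.2 ± 6.00 in the draws (z-score −0.697). The highest z-score of an AP-1 motif in ES cells was with OCT, 7 pairs against 3.30 ± 2.01 (z-score 1.84). AP-1 with TEAD was seen 13 times against 10.2 ± 3.29 (z-score 0.862) and AP-1 with SOX 13 times against 12.5 ± 3.63 (z-score 0.127). Of 39 pairs tested with AP-1 in ES cells, 19 had a z-score above 0 and none above 3. A single AP-1 motif was nonetheless more common in the listed sites than in ES distal sites, in 14.5% against 11.7%.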

AP-1 homo-typic motif associations were also found at HB-specific enhancer fragments but co-localization with pluripotency factor motifs was lost (Fig. 3c). 

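GATA motifs, bound by hematopoietic and mesodermal GATA factors, paired with themselves 36 times in the 1065 HB-specific sites against 19.5 ± 4.78 in the draws (z-score 3.45) and with KLF motifs 21 times against 9.88 ± 3.58 (z-score 3.11, or 0.607 within 20 bp). E-box motifs paired with themselves 241 times against 155 ± 24.9 (z-score 3.44), but a palindromic E-box matches 2 times 1 bp apart and counts as a pair, in listed and drawn sites alike. With the hits moved between the listed sites, GATA with KLF turned to −0.752. AP-1 with AP-1 was seen 2 times against 3.05 ± 2.43 (z-score −0.431), and none of the 40 pairs with AP-1 had a z-score over 3. Pairs with pluripotency motifs were rare, with SOX and OCT together 1 time against 1.63 ± 1.36 (z-score −0.463) and AP-1 with OCT 1 time against 1.10 ± 1.05 (z-score −0.0970).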

The HE1 stage showed a strong enrichment in RBPJ, AP-1 and SMAD motif pairs, with AP-1 motifs colocalizing with high frequency with most other factors (Fig. 3d). 

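AP-1 motifs were in 32.2% of the 1129 HE1-specific sites against 21.0% of HE1 distal sites, and 26 of the 39 pairs tested with AP-1 had a z-score above 0. AP-1 with SMAD motifs, the targets of TGFβ and BMP signalling, was seen 51 times against 29.6 ± 6.07 in the draws (z-score 3.52). AP-1 paired with FOX motifs 13 times against 3.22 ± 1.82 (z-score 5.38) and with SOX motifs 34 times against 18.5 ± 4.31 (z-score 3.59). AP-1 with AP-1 was seen 30 times against 15.7 ± 5.69 (z-score 2.50, or 3.02 against sites open in either replicate). RBPJ motifs, the targets of NOTCH signalling, were not over-represented in these pairs, with RBPJ and AP-1 together 1 time against 2.65 ± 1.65 (z-score −0.999) and RBPJ and SMAD 4 times (z-score 0.270). SOX motifs also paired with TEAD 23 times against 9.90 ± 3.22 (z-score 4.06) and with SMAD 48 times against 29.2 ± 5.63 (z-score 3.33). Within 20 bp none of these pairs kept a z-score over 3, with 2.11 for AP-1 and SMAD, 2.23 for AP-1 and FOX, 2.42 for AP-1 and SOX, 2.23 for SOX and TEAD and 1.21 for SOX and SMAD. None kept it either with the hits moved between the listed sites, where AP-1 and SMAD had 1.15, AP-1 and FOX 1.79, SOX and TEAD 1.25 and SOX and SMAD 2.52, and AP-1 and SOX turned to −1.28.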

The number of HE2-specific enhancers was low as it is a transitory stage. Here, PU.1 motifs show increased co-localization with SMAD and OCT motifs (Fig. 3e). This observation is well-supported by studies that TGFβ and BMP-induced SMADs often follow lineage-specific master transcription factors to cell stage-specific enhancers^37,38^. 

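PU.1 motifs were rarely paired in the 219 HE2-specific sites. PU.1 with SMAD was seen 1 time against 2.10 ± 1.57 in the draws (z-score −0.701), and PU.1 with OCT was not seen against 0.0870 ± 0.296 (z-score −0.294). PU.1 with RUNX was seen 1 time against 1.48 ± 1.26 (z-score −0.382). With fewer than 3 pairs expected in each case, a moderate over-representation of these pairs was not detectable at this number of sites.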

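C/EBP with PU.1 motifs, both bound by myeloid TFs, was the most over-represented pair of different hematopoietic motifs in the 719 HP-specific sites, with 6 pairs against 1.11 ± 1.19 in the draws (z-score 4.11). PU.1 with RUNX was seen 12 times against 6.69 ± 2.60 (z-score 2.05) and C/EBP with RUNX 3 times against 1.03 ± 0.977 (z-score 2.02). Pairs with GATA were as frequent as in HP distal sites, with RUNX 14 times against 16.4 ± 4.55 (z-score −0.527), with PU.1 7 times against 7.14 ± 2.79 (z-score −0.0495) and with C/EBP 2 times against 1.82 ± 1.47 (z-score 0.121). RUNX with KLF motifs was seen 19 times against 7.12 ± 3.45 (z-score 3.44, but 2.60 without replicate 2). Against sites open in either replicate, C/EBP with PU.1 had a z-score of 2.72 and RUNX with KLF 2.75, and within 20 bp C/EBP with PU.1 had 2.26. C/EBP with itself had a higher z-score (6.24) from a single pair against 0.0250 in the draws, but 2.44 against sites open in either replicate and 2.54 without replicate 1. With the hits moved between the listed sites, C/EBP with PU.1 had 2.04 and RUNX with KLF 2.14. The C/EBP consensus lay in 1.47% of HP distal peaks, against 2.05% for its shuffled sequences. A C/EBP match was thus no more common than a match to sequences of the same bases, which limits what C/EBP pairs can show.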

As expected from previous ChIP studies^39^, we find a co-localization of motifs for hematopoietic TFs such as C/EBP, RUNX, PU.1 and GATA at the HP-stage. AP-1 motifs again co-localized with a variety of other motifs, including C/EBP, RUNX1 and PU.1 (Fig. 3f). 

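Of the 38 pairs tested with AP-1 in HP cells, 13 had a z-score above 0 and none above 3. AP-1 with PU.1 was seen 7 times against 3.51 ± 1.83 in the draws (z-score 1.91) and AP-1 with RUNX 12 times against 6.79 ± 2.88 (z-score 1.81). AP-1 with C/EBP was not seen against 0.621 ± 0.773 (z-score −0.803), and AP-1 with AP-1 was seen 3 times against 4.18 ± 2.91 (z-score −0.406).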

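CTCF motifs, bound by the factor that organises chromatin loops, had no pair with a z-score over 3 in ES, HB, HE1 or HE2 sites, among 37, 36, 37 and 37 pairs tested. The highest z-scores were 2.46 with PBX in ES, 1.89 with LEF1 in HB, 0.546 with MYC E-box motifs in HE1 and 2.60 with HOX in HE2, from 1 or 2 pairs each. In HP cells 1 of 37 pairs passed, CTCF with MEF2, which was seen a single time against 0.0330 ± 0.179 in the draws (z-score 5.41, or −0.153 within 20 bp). The median z-score of CTCF pairs ranged from −0.846 in HE1 to −0.352 in HE2. CTCF motifs were in 3.49% of the listed ES sites against 8.45% of ES distal sites, in 3.47% against 9.67% in HB, 1.24% against 9.33% in HE1, 5.02% against 11.1% in HE2 and 4.17% against 12.1% in HP. These shares are of stage-specific sites alone, without enhancers active at all stages.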

Although generally enriched in enhancer fragments at all stages (Supplementary Fig. 3c), CTCF motifs were not significantly paired with any other motif.

### Identification of cytokine-responsive enhancer elements

Cell differentiation involves extracellular signals which alter growth and differentiation states by changing gene expression. Signalling molecules such as cytokine receptors, integrins and kinase molecules are well characterized, but less is known of how different signals are integrated at the level of the genome. In spite of a number of efforts looking at specific genomic regions such as^40,41^, we have limited global information about which cis-regulatory elements can respond to signals, which TF combinations are involved and how they cooperate to ensure that the genome responds to outside signals in a coordinated and balanced fashion. Our global cis-element collection allows us to answer these questions.

To this end, we employed a serum-free in vitro differentiation system^42^ that is based on the sequential addition of growth factors such as BMP4, VEGF and hematopoietic cytokines. We tested how individual cytokines affected the differentiation profile and the open chromatin landscape of HE1, HE2 and HP cells sorted as described in Fig. 4a. The comparison of the chromatin signature of cells differentiated in serum and under serum-free conditions (Supplementary Fig. 4a), showed that around 80−90% of all promoters active in cells from serum-free culture overlapped in both conditions, demonstrating the reproducibility of our differentiation system. However, whilst the overlap for HB and HE1 cells was high (> 70%) for HP cells we noticed changes in the bulk open chromatin landscape which only affected the distal elements. This result indicates that although the cellular identity seemed to be largely preserved in sorted cells expressing the right combination of surface markers, the difference in the signalling environment exerted a strong effect on the chromatin landscape.

**Fig. 4:**
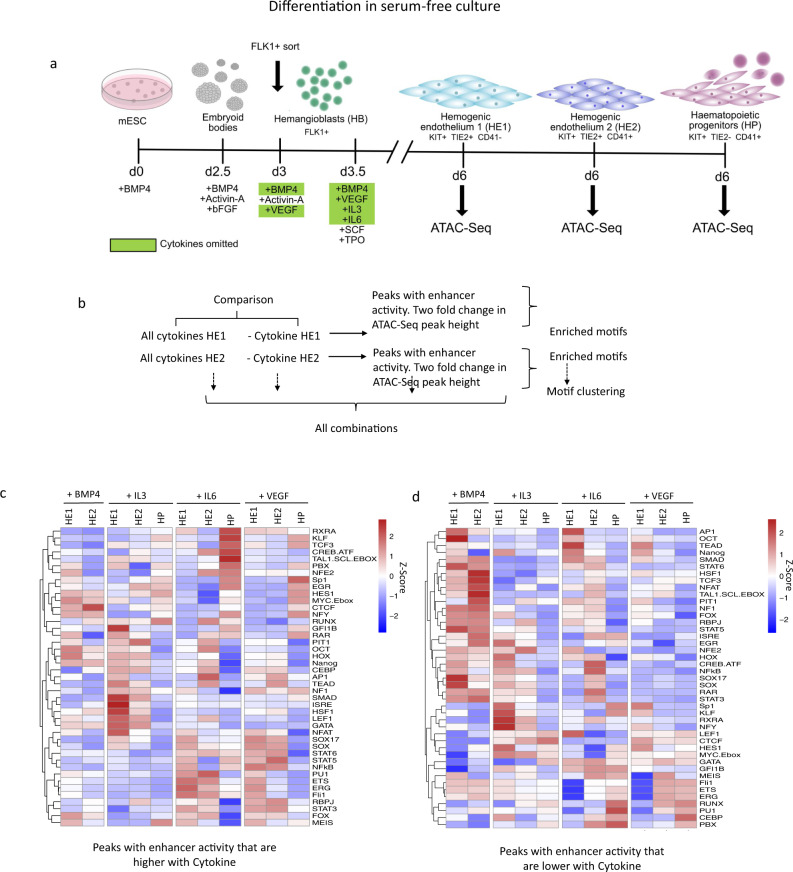
Identification of cytokine -responsive enhancer elements. **a** Overview of serum-free in vitro blood progenitor differentiation modified from^42^. Specific cytokines that were left out at the beginning of blast culture are highlighted in green. **b**–**d** Identification of cytokine responsive distal elements scoring positive in our assay in the presence or absence of the indicated cytokines. **b** Overview of motif enrichment analysis strategy, **c**, **d** TF binding motif enrichment in distal ATAC peaks containing fragments scoring positive in our assay that are increased (**c**) or decreased (**d**) at least 2-fold in the presence of the indicated cytokines. Position-weight matrices used for this analysis can be found in Supplementary Table 1 in Supplementary Notes.

To elucidate the role of different cytokines in chromatin programming, we differentiated cells in the presence and absence of BMP4, VEGF, IL-6 and IL-3, respectively, sorted the different cell types and examined which open chromatin regions changed at least two-fold in response to cytokine removal (Fig. 4a). In total, more than 10,000 unique open chromatin regions were up or down regulated (Supplementary Fig. 4b) which included both distal elements and promoters. We next examined, which TF binding motifs were enriched in cytokine-responsive ATAC-Seq peaks with enhancer activity, i.e., peaks that were at least 2-fold higher or lower in the presence of cytokines (Fig. 4b–d). Relative enrichment scores were calculated for each binding motif which were transformed to a Z-Score, hierarchically clustered and plotted as a heatmap (see methods). The alteration of cytokine conditions had a profound influence on chromatin programming (Fig. 4c, d). The absence of BMP4 from the blast culture onwards was incompatible with HP formation and open chromatin regions with enhancer activity containing SMAD, HOX, RAR and NOTCH motif signatures were lost in HE (Fig. 4d). This finding is in keeping with these factors being required to form the HE^43,44^. The presence of VEGF led to a loss of peaks with a hematopoietic motif signature in HE2/HP, such as RUNX1, FLI1, GATA and PU.1 motifs. A similar motif enrichment pattern was found when all open chromatin regions were analysed (Supplementary Fig. 4c–e).

To assess the effect of cytokine withdrawal on differentiation, we examined the effect of cytokine omission on the frequency of HE1, HE2 and HP cells (Fig. 5a). The presence or absence of BMP4, IL-6 and IL-3 did not influence the proportion of generated HE1, HE2 and HP cells as compared to the all-cytokine condition (Fig. 5a). In contrast, VEGF strongly suppressed hematopoietic progenitor formation.

**Fig. 5:**
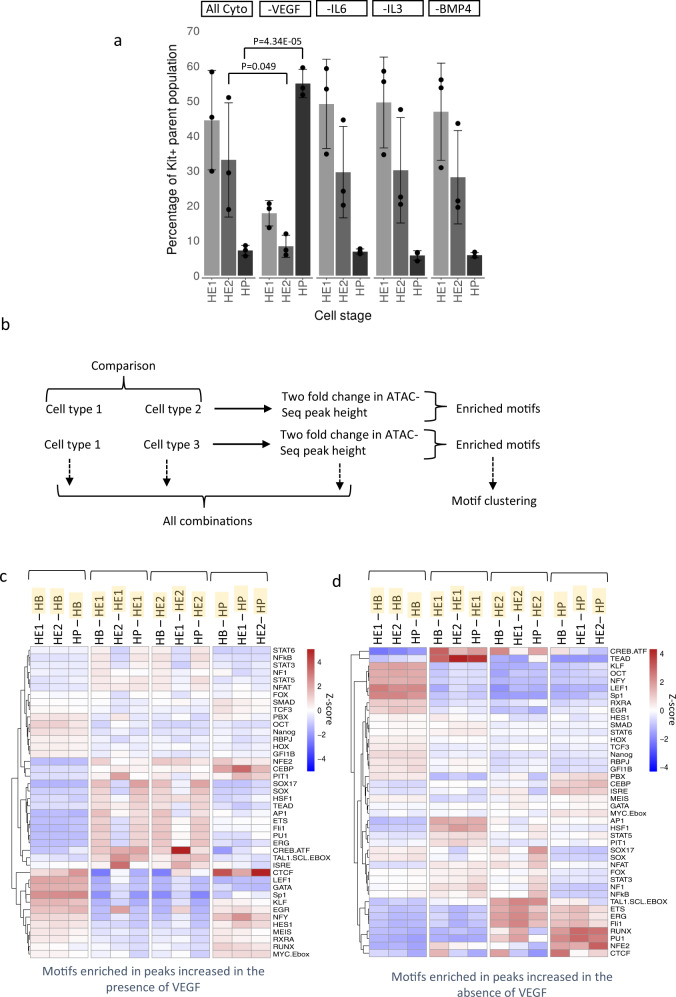
The presence of VEGF suppresses multipotent progenitor (HP) development. **a** Proportion of HE1/HE2/HP cells within the differentiation culture in the absence of the indicated cytokines as measured by FACS. Data are presented as mean values + /− SD. Dots showing individual values for *n* = 3 biologically independent experiments. *P*-Values were calculated using two-sided Student’s *t*-test. Source data are provided as a Source Data file. **b**–**d** Un-supervised motif clustering analysis examining enrichment of the TF binding motifs as described in Fig.3a, analyzing in all ATAC peaks in two culture conditions. **b** Motif enrichment strategy. **c** Motifs enriched in peaks of specific cell types (highlighted in yellow) which were at least 2-fold increased in peak height in the All Cytokine Condition, **d** Motifs enriched in peaks from specific cell types (highlighted in yellow) which were at least 2-fold increased in peak height in the VEGF omission condition. TF binding motifs are depicted at the right of the panel. Relative motif enrichment scores Z-score were calculated by columns. Position-weight matrices used for this analysis can be found in Supplementary Table 1 in Supplementary Notes.

### The balance between hematopoietic and endothelial development is regulated by VEGF-responsive cis-regulatory elements

VEGF had the greatest influence on the formation of hematopoietic progenitor cells (Fig. 5a). We therefore examined its role in regulating enhancer activity in more detail. VEGF omission resulted in a significant decrease in the proportion of HE2 cells gained (*P* = 0.049) and a significant increase in the proportion of HP cells formed (*P* = 4.34E-05) at day 3 blast culture. VEGF omission cultures contained a smaller number of cells but an increased proportion of HP cells (Supplementary Fig. 5a) with VEGF withdrawal at around 12–14 h being optimal for the generation of these two cell types (Supplementary Fig. 5b). Moreover, VEGF removal at different time points of blast culture did not influence the proportion of HE1 cells but led to an inverse correlation of HE2 and HP cell numbers (Supplementary Fig. 5b), indicating that this cytokine impacted on the EHT. These results are consistent with previous observations showing that the receptor for VEGF, FLK1, is essential for the formation of blood islands from hemogenic endothelium cells^45^ but once hematopoietic cells are formed, cells become dependent on hematopoietic cytokines. However, the molecular basis of this finding, i.e. which genomic events are responsible for this phenomenon has so far been unclear.

Our ATAC-Seq analysis found 7814 chromatin regions carrying enhancer elements that responded to VEGF (Supplementary Dataset 4). To identify VEGF responsive TFs, we repeated the supervised motif clustering analysis that highlighted cell type specific motif enrichments in the presence and absence of VEGF (Fig. 5b–d). HP cells in VEGF cultures maintain an enrichment of motifs for HES1 which is a mediator of NOTCH signalling^46^ (Fig. 5c). In contrast, the omission of VEGF activates enhancers with a hematopoietic motif signature with RUNX1 and PU.1 motifs (Fig. 5d). Moreover, ATAC peaks in -VEGF HE1 cells were enriched in TEAD motifs together with binding motifs for factors linked to inflammatory signalling (AP-1, NFkB and CREB/ATF) which have been shown to be important for stem cell development^47^. A similar motif signature in -VEGF cultures was also seen when ATAC sites were directly compared in a pair-wise fashion (Supplementary Fig. 5c–e) with ATAC peaks derived from HE1 cells from +VEGF cultures enriched for TEAD (29.61% of targets, *P* = 1e-193), AP-1 (16.23% targets, *P* = 1e-317) and SOX (41.39% targets, *P* = 1e-696).

### VEGF blocks the upregulation of *RUNX1* at the chromatin and gene expression level

The data shown above demonstrate that VEGF interferes with the EHT and blood progenitor formation. Both processes are crucially dependent on the TF RUNX1^19^ which activates hematopoietic genes and represses endothelial genes in cooperation with the TF GFI1^48^. To examine why the EHT is deficient, we examined the chromatin structure of *Runx1* in the presence and absence of VEGF (Fig. 6a). In the presence of VEGF multiple distal DHSs of *Runx1* fail to form. 5 of these elements score in our enhancer assay, including the previously characterized + 23 kb enhancer (2)^49^ together with an enhancer at + 3.7 kb (3) (Fig. 2f, h). Of note, several, of these elements, such as the + 3.7 kb enhancer are bound by TEAD and AP-1 as well (Supplementary Notes, Fig. 1a).

**Fig. 6:**
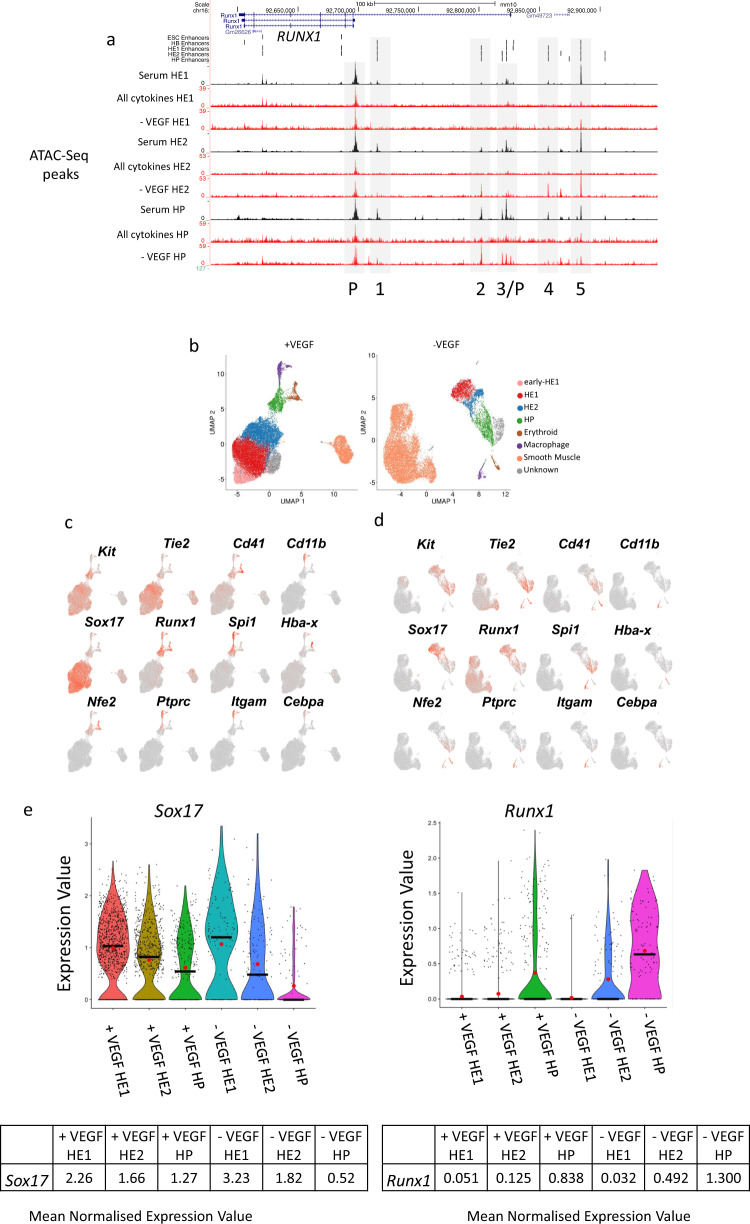
VEGF withdrawal shifts the proportion of endothelial/smooth muscle and hemogenic endothelium/blood progenitor cells by blocking *Runx1* up-regulation. **a** UCSC genome browser screenshot depicting open chromatin regions and the locations of distal elements scoring positive in our assay (vertical bars) in the *Runx1* locus under the indicated culture conditions (Serum culture, Serum-free with all cytokines and without VEGF (-VEGF)) and at the different developmental stages. Enhancers (numbered 1−5) and promoter elements (P) are indicated by blue boxes. Enhancer 2 is located at + 23 kb, enhancer 3 is at + 3.7 kb. **b** Single cell gene expression analysis with purified HE1 and HE2 populations in the presence (+ VEGF) and absence of VEGF (-VEGF). UMAP clustering analysis was performed after all data were pooled. **c**, **d** Gene expression levels of the indicated genes with (**c**) and without VEGF (**d**) are projected on the clusters. **e** Violin plots of expression values from 6 clusters for *n* = 2266 cells (black line representing the median, red dot the mean and black dots the spread of the data) and mean normalized (Seurat log normalized) gene expression levels of *Sox17* and *Runx1* in the indicated cell types in the presence and absence of VEGF calculated from single cell expression data.

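Outside the +23 kb and +3.7 kb enhancers, 3 more elements of the Runx1 locus had peaks in both replicates of HE1, HE2 and HP cells in serum (chromosome 16 of GRCm38). Element 5, intergenic and upstream of Runx1 (92883666 to 92884474), had no peak in ES cells. It had folds of 7.49 and 10.9 in the HB replicates, 17.4 and 18.5 in HE1, 18.6 and 15.7 in HE2, and 14.7 and 13.1 in HP cells. In the HE2 lists it ranked in the top 2.51% and 1.47% of all peaks by score. Element 4, also intergenic (92856655 to 92857449), had no peak in any ES or HB library and folds of 9.37 and 9.39 in HE1, 12.4 and 13.0 in HE2, and 13.4 and 10.8 in HP cells. Element 1, in an intron of Runx1 (92715380 to 92716423), had a peak in 9 libraries, in ES cells in replicate 2 alone with a fold of 3.74, and folds of 9.60 and 10.4 in HB and 10.7 and 10.0 in HP. Element 4 holds the RUNX motifs AAACCACA (92856818 to 92856825) and AGACCACA (92856987 to 92856994), and element 5 the ETS motif ACAGGAAA (92884170 to 92884177). Runx1 was the nearest gene for 6 distal peaks in each ES library, 11 in each HB library, 7 and 9 in the HE1 replicates, 11 and 8 in HE2, and 10 and 9 in HP. These numbers leave out elements 4 and 5, whose summits lay nearest to a TSS of another annotated gene, Gm49723.

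**Figure D2:**
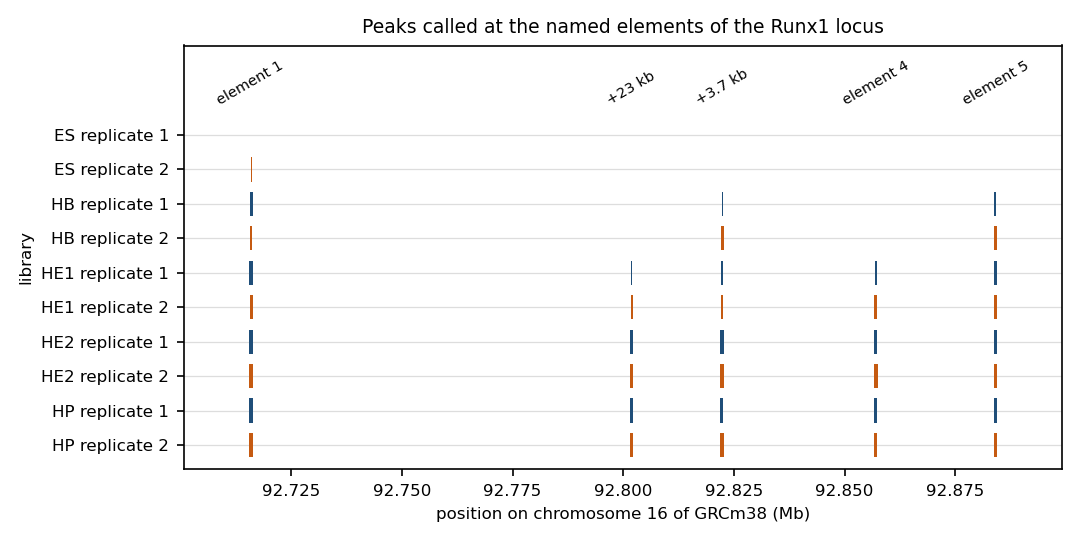
Peaks called in each of the 10 ATAC-Seq libraries (y axis, stage and replicate) at the 5 named elements of the Runx1 locus, drawn to scale by position (x axis, Mb on chromosome 16 of GRCm38). Bars are peaks. Element 5 and the +3.7 kb enhancer have peaks in both HB replicates, and element 4 and the +23 kb enhancer in HE1, HE2 and HP replicates alone.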

The results described so far suggested that the reduced ability of VEGF cultures to undergo the EHT was a result of a failure of *Runx1* enhancer activation and a failure of its transcriptional upregulation in HE2. Although we profiled chromatin in FACS purified cells, these alterations could still be caused by shifts in cell composition. We therefore studied VEGF-mediated changes in gene expression in HE1/2 cells at the single cell level (Fig. 6b–e, Supplementary Fig. 6a–e). Without VEGF the overall numbers of HE1/HE2/HP cells were reduced (Fig. 6b) but the population showed an increased proportion of HP cells, together with an increase in the proportion of smooth muscle cells (Fig. 6b). However, the cellular identity and the overall differentiation trajectory were not altered (Supplementary Fig. 6d). This shift was in concordance with an incomplete down-regulation of endothelial genes such as *Sox17* in HE1 (Avg Log2FC 1.07, P Val Adj < 1.38E-303) and in HE2 (Avg Log2FC 0.49, P Val Adj 2.18E-174) and Tie2 in HE1 (Avg log2FC 0.17, Adj P Val 1.05E-108) and in HE2 (Avg Log2FC 0.09, P Adj Val 3.55E-12) as seen by sc-RNA-seq differential gene expression analysis (Fig. 6c–e). sc-RNA-seq also revealed a lack of upregulation of *Runx1* in HE2 and HP cells cultured with VEGF (Fig. 6e, right panel). The balance between endothelial and hematopoietic gene expression is controlled by SOX17 which represses *Runx1*^50,51^. After the EHT, RUNX1 together with GFI1 binds to *Sox17* and *Notch1* enhancers (Supplementary notes, Figs. 2, 3)^18,48,52,53^ forming a feed forward loop driving EHT progression. *Sox17* and *Runx1* are thus expressed in a mutually exclusive fashion with the former being high before the EHT^51^ and then being downregulated and the latter being upregulated from a low level during the EHT^52^. This balance shifted after VEGF was omitted (Fig. 6d, e). We therefore conclude that VEGF signalling interferes with the activation of *Runx1* enhancers in the HE, driving gene expression required for the EHT.

To investigate whether VEGF-responsive enhancers were connected to VEGF-regulated genes, we paired each element that required VEGF activation in HE1, HE2 and HP with its respective gene as shown in Fig. 2e. We then integrated this data with their expression as measured in our single-cell experiments (Supplementary Fig. 6e, Supplementary dataset 4). This analysis uncovered that at high-stringency analysis, between 10% and 19% of VEGF responsive enhancers are linked to VEGF responsive up- or down-regulated genes, thus directly linking alteration in chromatin with changes in gene expression. The analysis of gene ontology (GO) terms of VEGF dependent genes highlighted angiogenesis as the top pathway with the VEGF receptor FLK1 (*Kdr)* being a prominent example (*P* = 2.88E-13, Supplementary dataset 4). VEGF-responsive down-regulated genes linked to down-regulated enhancer elements include hematopoietic regulator genes such as *Runx1, Klf2, Jun* and *Elf1*, validating our general approach (Supplementary Dataset 4).

### The VEGF response involves the TEAD – AP-1 axis

We next examined which specific TFs were connected to endothelium-specific gene expression and VEGF responsiveness. Distal ATAC-Seq peaks specific for HE1 cells derived from cultures containing VEGF were enriched for SOX, E-BOX, AP-1 and TEAD TF motifs, indicating a distinct endothelial TF motif signature (Supplementary Fig. 5c). Similarly, distal ATAC-Seq peaks specific for HE2 cells derived from cultures containing VEGF were also enriched for the endothelial TF motifs SOX (36.91% targets *P* = 1e-858), TEAD (48.27% targets, *P* = 1e-366) and AP-1 (21.45% targets, *P* = 1e-543). We therefore examined several VEGF-responsive and endothelial specific enhancer sequences in more detail, which included the *Sparc, Pxn* and *Hspg2* enhancers (Fig. 7a–c, Supplementary Notes, Figs. 4–6). Inspection of the binding motifs of these elements uncovered that they contained SOX, AP-1, TEAD and the NOTCH-signalling responsive factor RBPJ, which is in concordance with the global HE signature (Fig. 5c), but also RUNX1 motifs.

**Fig. 7:**
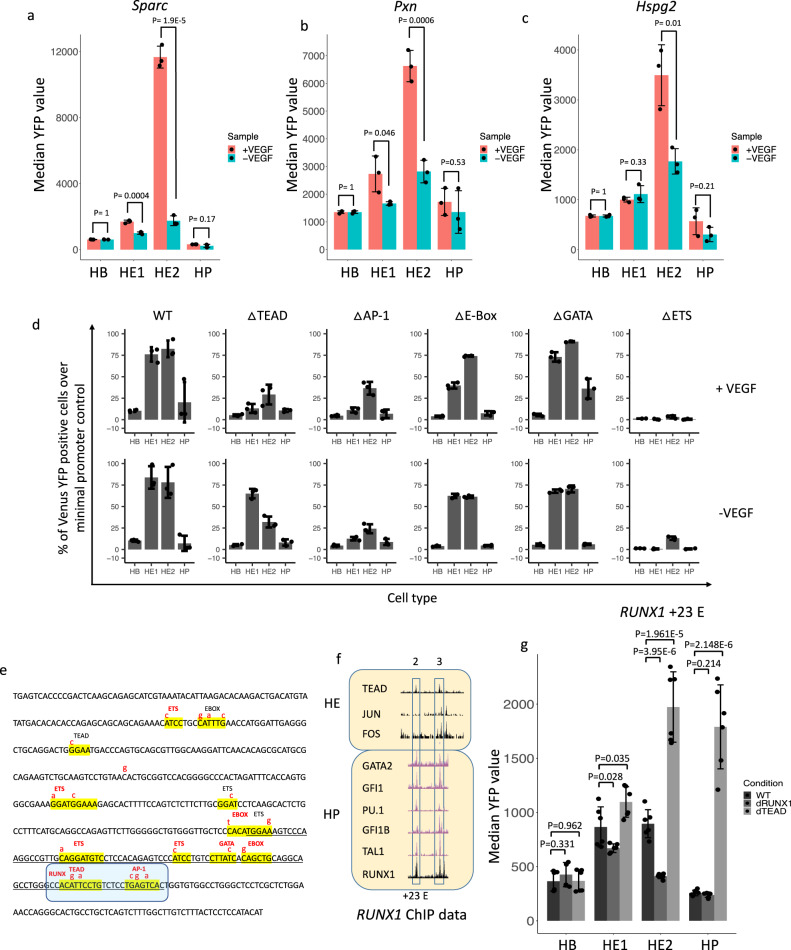
HE-specific and cytokine responsive gene expression is mediated by the interplay of TEAD, AP-1 and RUNX1. **a**–**c** Activity of the *Sparc, Pxn* and *Hspg2* enhancers (for details see Supplementary Notes) in isolation in the presence and absence of VEGF. Data are presented as mean values + /− SD. Dots showing individual values for *n* = 3 biologically independent experiments. *P*-values calculated using a two-sided Student’s *t*-test. Source data are provided as a Source Data file. **d** HE-specific expression of *Galnt1* (data from ref. ^18^), reporter gene activity driven by wild type (WT) and mutated *Galnt1* enhancer elements in the presence and absence of the indicated cytokines. Data are presented as mean values + /− SD. Dots showing individual values for *n* = 3 biologically independent experiments. **e** Sequence of the *Galnt1* enhancer with TF binding motif mutations indicated in red. Strong consensus sequences are highlighted in red. Source data are provided as a Source Data file. **f** Chip data showing the binding of the indicated transcription factors to *RUNX1* enhancers in HE and HP cells. **g** Effect of mutations of the TEAD and RUNX1 binding sites on the individual activity of the *RUNX1* + 23 kb enhancer in serum culture. Data are presented as mean values + /− SD. Dots showing individual values for *n* = 6 biologically independent experiments. *P*-values calculated using a two-sided Student’s *t*-test. Source data are provided as a Source Data file.

We previously identified HIPPO signalling as being crucial for HE development^18^ and others have shown that shear stress activating the TEAD partner YAP via RHO-GTP induces the formation of HSCs from the HE via activation of *Runx1*^54^. Our ChIP data show that AP-1 and TEAD bind to such motifs in the HE^20^ but once HP cells have formed, TEAD binding is lost^18^. We previously reported that TEAD and AP-1 often show a specific spacing between binding sites where binding is interdependent^20^. The expression of a dominant negative (dn)FOS peptide blocking all AP-1 DNA binding reduced the binding of TEAD at such sites, suggesting that HIPPO and MAP kinase signalling interface at these elements. In HP cells, RUNX1 has been shown to repress the endothelial program^48,53^, we were therefore interested in understanding the role of RUNX1 in regulating enhancer activity. To examine the role of these TFs in more detail, we identified enhancer elements which were (i) active specifically in the HE, (ii) were bound by several of the above-described factors and (iii) were VEGF responsive (based on Supplementary dataset 4). We created ES cell lines carrying such enhancer sequences and examined their activity in serum-free cultures with and without VEGF. The *Galnt1* enhancer fitted these criteria (Fig. 7d, e, Supplementary Fig. 7a–c). It contains a composite AP-1/TEAD motifs (highlighted in blue) which overlaps with a RUNX1 binding site, together with a number of other motifs (Fig. 7e) allowing us to study the interplay between these factors in response to VEGF. Our ChIP data confirmed their binding (Supplementary Fig. 7d). dnFOS induction reduced *Galnt1* mRNA expression and TEAD binding specifically in the HE (Supplementary Fig. 7a, b), indicating that AP-1 activates the element and is required for the binding of TEAD factors within this composite module. We therefore decided to study the role of these factors in more detail by mutating the different binding sites.

To examine the response of the *Galnt1* enhancer to VEGF at four differentiation stages (HB – HP), we first measured the activity of the intact enhancer element (Fig. 7d) as compared to the promoter control by using flow cytometry to assay the number of YFP positive cells. The activity profile of the enhancer mirrored the gene expression profile in the presence of all cytokines (Fig. 7d). We also measured median YFP florescence confirming the results (Supplementary Fig. 7e). The analysis of mutant enhancer elements revealed that the binding motifs for TEAD, ETS and AP-1 were the most important for endothelial-specific median reporter activity compared to the wild-type sequence activity in the HE whereas the mutation of others had no impact (Fig. 7d, Supplementary Fig. 7e). The mutation of the TEAD and the overlapping TEAD/RUNX1 binding sites led to an increase in the percentage of YFP + cells in HE1 cells, suggesting that here TEAD and RUNX1 are in balance to restrict enhancer activity. Analysis of the TFs binding to the *Galnt1* enhancer revealed that in HP cells it is bound by RUNX1 and GFI1 (Supplementary Fig. 7d)^18^ at a site overlapping the TEAD motif, suggesting a factor exchange and the establishment of a repressive RUNX1 complex. Taken together, these data demonstrate that VEGF modulates enhancer activity by the balanced interplay of RUNX1, AP-1 and TEAD TFs.

We next used the information obtained above to gain insight into the role of HE-and HP-specific TFs with regards to *RUNX1* regulation. To this end, we constructed ES lines harbouring mutations of the TEAD and RUNX1 binding sites in the + 23 kb enhancer (for ChIP data see Fig. 7e) to test how mutation affected developmental regulation in serum culture (for sequence details see Supplementary Notes, Fig. 7a). The + 23 kb element is activated in the HE and is then down-regulated (Fig. 7f). Consistent with what is seen with the *Galnt1* enhancer, mutation of the TEAD-site in the + 23 kb element led to an upregulation of the element in the HE, consistent with the repressive activity of this factor in the HE whilst mutating the autoregulatory RUNX1 site caused a reduction in enhancer activity.

Finally, we examined how VEGF impacted on other signalling factors involved in regulating HP development. The formation of the arterial HE as a source of HP cells is dependent on NOTCH1 signalling^46,55^. VEGF and SOX17 activate *Notch1* and lack of its down-regulation blocks the EHT^50,51,56,57^. *Notch1* and *Sox17* are down-regulated after the EHT and after upregulation in HP cells, RUNX1 and GFI1 repress *Sox17*^18,48,52,53^ (Supplementary Notes, Fig. 2), thus forming a feed forward loop driving EHT progression. We examined whether any of the components of this pathway was modulated by VEGF. We found that the *Dlk1* gene encoding a repressor of NOTCH1 activity^58^ was strongly upregulated in the absence of VEGF, both at the chromatin, enhancer activity and the gene expression level (Fig. 8a–c, Supplementary Notes, Fig. 4) as seen by sc-RNA-seq differential gene expression analysis in HE1 thus contributing to the regulation of the switch from an endothelial to a hematopoietic program. *Dlk1* is associated with two enhancers, one of which (enhancer 1) is VEGF-responsive and carries a TEAD / GATA / RUNX1 / E-Box signature (Supplementary Notes Fig. 8a, b).

**Fig. 8:**
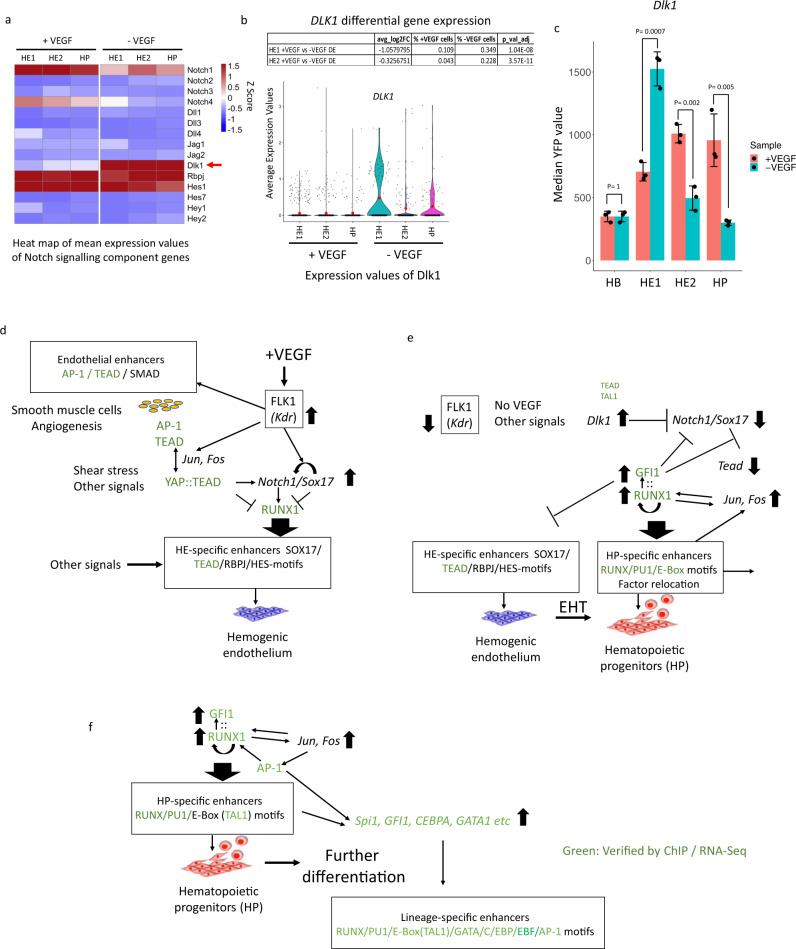
VEGF regulates the balance between endothelial and hemogenic development by controlling NOTCH1 activity. **a** Heatmap showing the expression of NOTCH signaling genes with (+VEGF) and without (−VEGF) based on single cell expression data. **b** Differential gene expression analysis of *Dlk1* depicted as Violin plots as described in Fig. 7 from cells cultured with and without VEGF across 6 clusters for *n* = 2266 cells (black line representing the median and red dot the mean). Differential gene expression taken as + /−0.25 average log2 fold change and adjusted *P*-value < 0.01 (Bonferroni corrected). **c** The *Dlk1* enhancer 1 analyzed in isolation (Chr12: 109,437,601-109438085) is VEGF responsive. Data are presented as mean values + /−SD. Dots showing individual values for *n* = 3 biologically independent experiments. *P*-values calculated using a two-sided Student’s *t*-test. Source data are provided as a Source Data file. **d**–**f** Core gene regulatory and signaling network regulating blood stem cell emergence. For further details see text.

Taken together, our data show that VEGF signalling in the hemogenic endothelium impacts on a gene regulatory network (Fig. 8d–f) that controls NOTCH1 signalling responsive enhancer elements which bind TEAD and AP-1 and are enriched in NOTCH signature (RBPJ/HES) and SOX motifs. The signalling-responsive activation pattern of these enhancers represents the molecular engine driving the EHT.

## Discussion

Our study introduces a versatile method that identifies developmental stage-specific, functional enhancers for any cell type that can be differentiated from ES cells. Importantly, our method recovers many enhancers that have been previously characterised in the context of whole loci, for example those in the Spi*1* or the *RUNX1* locus^25,49^. The enhancer collection described here thus comprises an important resource for gene targeting approaches and for studies of how signals modulate enhancer activity. The method can also easily be adapted to human cells.

All identified cis-elements tested in our assay are derived from DNA-sequences existing as open chromatin and are enriched for motifs of differentiation stage-specific TFs known to be expressed at this stage. Integration with ChIP-Seq data from multiple sources confirms that these factors bind these motifs. The proportion of non-scoring fragments outside of a chromatin region scoring positive was surprisingly small, demonstrating that most open chromatin regions surrounding genes can impact on transcription. Inactive fragments most likely represent enhancer sub-fragments providing information about enhancer sub-structure. Distal elements identified in this study only partially overlap with chromatin features that have been associated with enhancer sequences, such as H3K27Ac. However, enhancers are nucleosome-free and are only flanked by modified histones. Nucleosomes cover 200 bp of DNA, each increasing the sequence space in which a functional element could be located. We therefore believe that assaying the function and sequence composition of open chromatin regions as described here will provide a much more precise tool to home in on those sequences with true transcription-regulatory activity. We see an association of distal elements with sites of RNA-Polymerase binding, confirming that enhancer transcription is wide-spread, but not ubiquitous.

We find that thousands of regulatory elements are connected to extracellular signals and contain binding motifs for signalling responsive TFs. In response to VEGF, thousands of chromatin regions are opened or closed, directly impacting on the expression of their associated genes. Our single cell experiments show that VEGF truly impedes differentiation, with *Runx1* failing to be upregulated, *Notch1* and *Sox17* not being downregulated, the EHT being delayed, and fewer HP cells being formed, thus directly linking signalling dependent enhancer activity to cell fate decisions. Based on this data, we suggest that the activity of most enhancer elements is fine-tuned by signalling which is therefore truly instructive. Our data comparing alternate differentiation conditions show that signalling impact is highly culture dependent, which will make it imperative to seek differentiation conditions mimicking those found in vivo. In this context it is relevant that AP-1 motifs are enriched in all stage-specific enhancers and co-localize with multiple tissue-specifically expressed TF motifs, with the AP-1:TEAD / RUNX1 site in the *Galnt1* enhancer being an example. AP-1 can interact with chromatin remodellers to assist in the binding of other TFs^59^, and multiple studies showed that it is involved in cell fate decisions in response to signals. For example, AP-1 binding is essential for signalling dependent chromatin priming and enhancer activation during T cell differentiation^60^. Blocking its activity at the HP stage during ES cell differentiation leads to a complete abolition of myelopoiesis^20^. The AP-1 family therefore represents a ubiquitous axis integrating the genomic response to specific external signals driving differentiation with pre-existing internal gene expression programs.

In addition to basic insights into enhancer function, our study provided additional mechanistic insights into how the core gene regulatory and signalling network regulating hematopoietic specification is connected to the genome (Fig. 8d–f). Via its receptor, FLK1, VEGF orchestrates differential enhancer and promoter activity which regulates the balance between the NOTCH1/SOX17 axis operating at specific enhancers establishing HE identity and RUNX1 driving the EHT and hematopoietic development. VEGF signals to AP-1^61,62^, and we previously showed that this TF regulates the balance between hemogenic and vascular smooth muscle, i.e the endothelial fate^20^. AP-1 also interfaces with HIPPO signalling via TEAD TFs. Switching off HIPPO signalling via YAP activation induces *Runx1* expression in response to shear stress^54^ and in endothelial cells promotes angiogenesis and endothelial gene expression^63^. During the EHT, RUNX1 is upregulated, autoregulates itself by binding to its own enhancers, represses the endothelial program by interacting with GFI1/LSD1 and relocates hematopoietic transcription factors such as TAL1/SCL and FLI-1 to hematopoietic genes^52^ leading to further differentiation (Fig. 8e). Taken together with these findings, our ChIP, single-cell gene expression and reporter gene studies place the interplay between RUNX1, SOX17, NOTCH, HIPPO-signalling and AP-1 mediating VEGF responsive TFs at specific enhancer elements at the heart of the balance between endothelial or hematopoietic fate. Although most of the network components and their different roles are known from many perturbation and knock-out experiments as reviewed in^44^, it was unclear how and where signals and transcription factors impact on the genome and how they are connected within cell stage specific gene regulatory networks. In this study, we have now identified the factors involved in their regulation and the genomic elements upon which they act, providing a rich resource for studies of identifying the signals required for the activation of the correct gene expression program required for efficient blood cell production.

## Methods

### HM-1 ES cell culture

The HM-1 targeting ES cell line originally described by Magin et al (1992)^64^ was cultured on gelatinised tissue culture plates in DMEM-ES media (DMEM (Merck, D5796) with 15% FSC, 1 mM sodium pyruvate (Merck, S8636), 1 x Penicillin/Streptomycin (Merck, P4333), 1 x L-Glutamine (Merck, G7513), 1 x Non-Essential amino acids (Merck, M7145), 1000 U/ml ESGRO®LIF (Merck, ESG1107), 0.15 mM MTG and 25 mM Hepes buffer (Merck, H0887)) at 37 °C and 5% CO_2_. Cell colonies were dissociated with TrypLE™ Express (ThermoFisher, 12605010) at 48 h intervals and re-plated at 1.2 × 10^4^ per cm^2^.

### In vitro hematopoietic differentiation in Serum

Hematopoietic In vitro differentiation (I.V.D) in serum was essentially performed as previously described in Obier et al.^20^. ES cells colonies were dissociated to form a single cell suspension using TrypLE™ Express (ThermoFisher, 12605010) and trypsin activity was stopped by addition of DMEM-ES media at 1:1 ratio. Cells were then resuspended at 2.5 × 10^4^/ml in I.V.D media (IMDM (Merck, I3390), 15% FCS, 1 x Penicillin/Streptomycin (Merck, P4333), 1 x L-Glutamine (Merck, G7513), 0.15 mM MTG, 50 µg/ml Ascorbic acid and 180 µg/ml Human transferrin (Merck, T8158)) and plated onto non-adherent dishes (ThermoFisher, 501 V). The cells were the incubated at 37 °C, 5% CO_2_ for 3 days until floating embryoid bodies (EBs) were formed.

Embryoid bodies were harvested by transferring EB containing media to 50 ml centrifuge tubes and allowing the EBs to settle by gravity. The EBs were washed with PBS, allowed to settle and then were dissociated with TrypLE™ Express (ThermoFisher, 12605010) ensuring a single cell suspension was achieved while avoiding damage to the cells. The dissociated cells were then sorted for the FLK1 surface marker (forming the population referred to as HB), by incubation with a FLK1 biotin-coupled antibody (1:200) (eBioscience, 13-5821-82), followed by mixing cells with MACS anti-biotin beads (Miltenyi Biotec, 130-090,485) and separation using a MACS LS column (Miltenyi Biotec, 130-042-401). The sorted cells were then used for flow cytometry and sequencing experiments as well as further differentiation in blast culture into HE1, HE2 and HP.

Blast culture was performed by resuspending the FLK1+ cells and plating on a gelintin coated tissue culture flask at 1.6 × 10^4^ cells per cm^2^ in Blast media (IMDM (Merck, I3390), 10% FCS, 1 x Penicillin/Streptomycin (Merck, P4333), 1 x L-Glutamine (Merck, G7513), 0.45 mM MTG, 25 µg/ml Ascorbic acid, 180 µg/ml Human transferrin (Merck, T8158), 20% D4T Conditioned Media, 5 ng/ml VEGF(PeproTech, 450-32), 10 ng/ml IL-6 (PeproTech, 216-16)) and incubating for 2.5 days at 37 °C, 5% CO_2._

FACS sorting of the HE1, HE2 and HP populations was achieved after incubation with antibodies KIT-APC (1:100)(BD Pharmingen, 553356), TIE2-PE (1:200)(eBioscience, 12-5987-82) and CD41-PECY7 (1:100)(eBioscience, 25-0411-82) and then sorted into HE1 (KIT+, TIE2+, CD41-), HE2 (KIT+, TIE2+, CD41+) and HP (KIT+, TIE2-, CD41 +) populations.

### Serum free in vitro hematopoietic differentiation

Serum Free I.V.D Culture derived Embryoid bodies (EBs) were generated from HM-1 mouse embryonic stem cells by plating at 5.0 × 10^5^ cells/ml in StemPro™−34 SFM media (ThermoFisher, 10639011) into non-adhesive dishes (ThermoFisher, 501 V). BMP4 (PeproTech, 315-27) was added at a concentration of 5 ng/ml. Cultures were left to incubate at 37 °C and 5% CO_2_ for 60 h before bFGF (PeproTech, 450-33) and Activin A (PeproTech, 120-14E) were added at a concentration of 5 ng/ml each. The cells were incubated for 16 h at 37 °C, 5% CO2 and then sorted for FLK1 + cells as described in Obier et al.^20^. FLK1 + cells were plated in StemPro™−34 SFM media on 0.1% gelatine coated plates or tissue culture flasks at 2.25 × 10^4^ cells per cm^2^. BMP4, Activin-A and bFGF were added to a concentration of 5 ng/ml for 16 h. Media was then removed, the blast culture was washed with PBS (Merck, D8662) and fresh StemPro™−34 SFM media was added containing BMP4 (5 ng/ml), VEGF (5 ng/ml)(PeproTech, 450-32), TPO (5 ng/ml))(PeproTech, 315-14), SCF (100 ng/ml))(PeproTech, 250-03), IL6 (10 ng/ml))(PeproTech, 216-16) and IL3 (1 ng/ml))(PeproTech, 213-13). For cytokine withdrawal experiments, one of BMP4, VEGF, IL6, or IL3 was not added at this stage. Blast cultures were left to incubate at 37 °C and 5% CO_2_ for 72 h before cells were harvested for cell sorting and FACS analysis. Inhibition of trypsin was achieved using Trypsin Inhibitor (ThermoFisher, 17075029) at a 1:1 ratio.

### Enhancer reporter library cloning

A genome-wide enhancer reporter assay was designed based on an enhancer reporter system designed by Wilkinson et al. (2013)^23^. Briefly the enhancer reporter functions by inserting a fragment of interest upstream of a HSP68 minimal promoter and Venus-YFP reporter by Gateway® cloning. The reporter construct is then transfected into the HM-1 ES cell line which has a non-functional HPRT locus. Using HPRT homology arms the report cassette becomes integrated into the HPRT locus by homologous recombination, also repairing the locus, enabling selection of clones with successful recombination. This enhancer reporter system was modified and optimised for genome-wide screening. To obtain genome-wide enhancer fragments for cloning into the reporter we isolated tn5 tagmented open-chromatin fragments based on the ATAC-Seq protocol^33^ from cells of the five differentiation stages. Cells were obtained (2.5 × 10^5^) from each differentiation stage (ES, HB, HE1, HE2, HP) as detailed in the serum IVD method. Cells were pelleted in 5 aliquots of 5 × 10^4^ cells and following the ATAC-Seq protocol each cell pellet had a transposition mix added (2x TD Buffer 25 µl, TN5 Transposase 2.5 µl (Illumina, 20034197), PBS 16.5 µl, 1% Digitonin 0.5 µl (ThermoFisher, BN2006), 10 % Tween-20 0.5 µl (Merck, P9416), H_2_O 5 µl) and cells were gently resuspended by pipetting. The transposition reaction was then incubated in a shaker at 700 RPM, 37 °C for 30 min. The 5 reactions were then combined and DNA purified using the Qiagen MinElute® Reaction Clean-up kit (28206) and eluted in 26.5 µl H_2_O. One fifth of the purified reaction from each stage was used to produce the baseline ATAC-Seq libraries (see ATAC-Seq method) and the remainder had linkers added incorporating AttB Gateway® cloning sites to enable insertion into a Gateway® donor vector (pDONR 221, Thermo Fisher). The linkers were designed based on the tn5 transposase sequence and added by PCR in 2 steps. Initially 5 cycles of PCR were performed (Transposed DNA 20 µl, H_2_O 20 µl, 25 µM AttB tn5 Fwd primer 5 µl, 25 µM AttB tn5 Rev primer 5 µl, NEBNext Master Mix 50 µl (NEB, M0541)) with the following conditions, 72 °C for 5 min, 98 °C for 30 s, 5 cycles of 98 °C 10 s, 63 °C 30 s and 72 °C 1 min and a final hold at 4 °C.

To optimize the required cycle number, the material from the initial PCR reaction was split and a 5 µl was used for a separate qPCR reaction (0.125 µM AttB tn5 Fwd Primer, 0.125 µM AttB tn5 Rev Primer, 1 x SYBR Green I (Merck, S9430), NEBNext Master Mix (NEB, M0541)) with the following conditions: 72 °C for 5 min, 98 °C for 30 s, 35 cycles of 98 °C 10 s, 63 °C 30 s and 72 °C 1 min using a StepOnePlus™ Real-Time PCR System (Thermo Fisher). Using the raw data from the cyan channel the number of cycles for 25% amplification was calculated. The number of cycles obtained from the qPCR side reaction was then used to amplify the remainder of the material as follows, 98 °C for 30 s, cycles of 98 °C 10 s, 63 °C 30 s and 72 °C 1 min with a final hold at 4 °C. The resulting material was size selected, to optimise for material originating from enhancers, for fragments between 350 and 650 bp by electrophoresis on a 1.2% agarose gel with ethidium bromide and gel extraction was performed using the Qiagen MinElute® Gel Extraction Kit (Qiagen, 28604) following manufactures protocol.

To generate attL-flanked entry clones compatible with cloning into the reporter vector the size selected material was cloned into the pDONR™221 (Thermo Fisher) by BP Gateway® reaction (100 fmol pDONR221, 100 fmol PCR material, 2 µl BP Clonase II, made up to 20 µl with TE buffer (pH 8.0) the reaction was incubated for 18 h at 25 °C and ended by treatment with 0.2 µg proteinase K and incubation at 37 °C for 10 min. NEB 10-beta Electrocompetent cells (NEB, C3019H) were transformed with the plasmid by electroporation with a Bio-Rad GenePulser using program EC1 (2.0 kV, 200 Ohm, 25 µF), after addition of outgrowth media and incubation at 37 °C, 250 rpm for 1 h the bacteria were spread onto 150 mm agar plates containing 50 µg/ml kanamycin. Following overnight incubation at 37 °C, 10 ml of LB was added to each plate and the bacterial lawn scraped off using a cell scraper. Plasmid DNA was extracted from the collected bacteria by Maxi-prep using the NucleoBond Xtra Midi EF kit (Macherey-Nagel, 740420.50) following manufacturer’s instructions. The resulting product was eluted in 500 µl H_2_O.

The chromatin fragments were then transferred into the enhancer reporter cassette in the pSKB-GW-Hsp68-Venus vector^23^ by Gateway® LR reaction (150 ng Entry clone (pDONR), 150 ng pSKB, 2 µl LR Clonase II, made up to 10 µl with TE buffer (pH 8.0)) the reaction was incubated for 1 h at 25 °C and ended by treatment with 0.2 µg proteinase K and incubation at 37 °C for 10 min. As with the BP reaction product, NEB 10-beta Electrocompetent cells were transformed with the material and after overnight incubation on agar plates containing 200 µg/ml ampicillin the bacteria were collected and the plasmid library extracted by Maxi-Prep. To obtain the highest possible diversity of fragments the cloning was carried out 10 times for material from each differentiation stage with the pDONR 221 library material being combined before moving to the LR clonase reaction.

### Enhancer reporter library transfection

The HM-1 ES cell line was cultured on gelatinised culture plates in ES-Media (see IVD method) at 37 °C, 10% CO_2_ and split every 48 h to maintain healthy cells. Prior to transfection the cells were treated for 1 week with 1 × 6-TG (6-Thioguanine) (Merck, A4660) to remove any cells with a functional HPRT locus. The plasmid libraries were mixed and digested with PmeI (NEB, R0560) to linearise the plasmids prior to transfection. To obtain optimum homologous recombination efficiency CRISPR guides were designed flanking the region and cloned into the PX458 Cas9 and sgRNA expression vector^65^ (pSpCas9(BB)−2A-GFP (PX458) was a gift from Feng Zhang (Addgene plasmid # 48138; http://n2t.net/addgene:48138; RRID:Addgene_48138).

For each experiment, 500 × 10^6^ cells were transfected using a Nucleofector®−4D (Lonza) with the P3 Primary Cell X kit (Lonza, V4XP-3024) with 5 × 10^6^ per cuvette 10 ug pSKB enhancer reporter plasmid and 10 ug of PX458-HPRT CRISPR plasmid using program CG-104. Following electroporation, the cells were plated on gelatinised plates in ES-media with the addition of 50 µM SCR7 pyrazine (Merck, SML1546) to inhibit Non-homologous end joining, promoting homologous recombination following cutting by Cas9. After 12 h the media was changed and 1 x HAT (Hypoxanthine-Aminopterin-Thymidine (Merck, H0262)) was added to select for clones with successful recombination. The cells were then maintained in media containing HAT for one week and HT (hypoxanthine and thymidine (Merck, H0137)) for a further 2 passages to prevent the cells from dying after the withdrawal of HAT, whereby all cells were kept and replated after splitting.

The selected cells were then put into IVD cultures and differentiated into HB, HE1, HE2, and HP and sorted by FACS (See Serum IVD Method). In addition to the previously mentioned gating for obtaining the cell populations the cells were also sorted into negative, low, medium and high Venus-YFP populations representing the activity of the enhancer fragment driven minimal promoter. The YFP-Venus negative population was gated based on a cell line containing a reporter construct with only the minimal promoter and reporter with no enhancer fragment.

### Enhancer reporter library preparation

Genomic DNA was extracted from the sorted cell populations using the Qiagen DNA Micro kit following manufacturer’s instructions. To amplify the fragments contained in the reporter cassettes and add sequencing adaptors a PCR using indexed primers compatible with Illumina sequencing and targeted against the tn5 transposase sequence ((0.5 µM Nextera PCR Primer i5, 0.5 µM Nextera PCR Primer i7, 25 µl NEBNext Master Mix). Dependent on the amount of DNA obtained from the sorted cells between 25 and 30 PCR cycles were performed using the following conditions 98 °C for 30 s, cycles of 98 °C 10 s, 63 °C 30 s and 72 °C 1 min with a final hold at 4 °C. Libraries were quantified using a Bioanalyzer 2100 (Agilent) with a High Sensitivity DNA Chip and pooled at equal concentration for sequencing. The final pool concentration and size was then confirmed by Kappa Library Quantification Kit (Roche, KK4824) and Bioanalyzer. The pooled libraries were sequenced on a Next-Seq 550 as a paired end run with a 150 cycle High Output kit by the Genomics Birmingham Sequencing Facility.

#### Trouble-shooting note

During the development of the method, we discovered by sequencing that the different cloning and targeting vectors reproducibly preserved the original complexity of the ATAC-Seq library. The number of individual sequences equalled the sequence complexity contained in the original ATAC-Seq experiment. We recommend performing such controls for every experiment. However, as shown in the manuscript, the screening procedure can give different levels of enhancer coverage. It turned out that the quality and viability of the transfected cells and their differentiation capacity, i.e., the ability of each individual clone carrying one construct to form the different cell types, was crucial to obtain a maximal coverage of the initial complexity of the library. Therefore, care needs to be taken to maintain the cells in optimal growth condition and use a large number of cells as recommended above.

### Generation of cell lines carrying individual reporter constructs

A putative enhancer for the *Galnt1* gene containing multiple transcription factor binding sites was identified from DNaseI hypersensitive site data^18^. To test the functionality of the enhancer throughout differentiation the same enhancer reporter system^23^ as used for the genome-wide screen was employed. The genomic sequence for the enhancer was obtained and flanking attB1 and attB2 sites were added to enable Gateway® cloning (Supplementary Notes Table 3). This fragment was then synthesised as an Invitrogen GeneArt Strings DNA Fragment (ThermoFisher). The resulting fragment was cloned by the one step Gateway protocol whereby in a single reaction the fragment was inserted into pDONR 221 to generate an attL-flanked entry clone by BP clonase II (ThermoFisher, 11789020) and from this vector into the pSKB GW-Hsp68-Venus reporter vector^23^ by LR clonase II (ThermoFisher, 11791020). Briefly this reaction consisted of 100 ng of Enhancer DNA, 75 ng pDONR 221, 75 ng pSKB GW-Hsp68-Venus, TE pH 8.0 to 6 µl total volume, 1.5 µl LR clonase and 0.5 µl BP clonase. The reaction was incubated at 25 °C for 3 h and then had 0.2 µg proteinase K added and a further incubation for 10 min at 37 °C to stop the reaction. Competent DH5α bacteria (NEB, C2987H) were transformed with 1 µl of Gateway® reaction by incubation on ice for 30 min and heat shock at 42 °C for 45 s. The bacteria were then incubated for 1 h at 37 °C with SOC media (ThrmoFisher, 15544034) and plated onto agar plates containing 100 µg/ml ampicillin (Merck, A9518). After overnight incubation at 37 °C colonies were picked for mini-prep cultures and mini-preps were performed using the Qiaprep® Miniprep kit (Qiagen, 27106 × 4). The insert in the resulting plasmid was sanger sequenced (Source Biosciences, stock sequencing primer ‘EGFP_Nrev’) to check the sequence. Following confirmation of the insert sequence the same bacterial colony was used to grow cultures for Maxi-prep which was performed using the EndoFree® Plasmid Maxi Kit (Qiagen, 12362).

HM-1 cells were cultured and transformed in the same way as with the Enhancer screen method. Following 6-TG treatment 5 × 10^6^ HM-1 cells were transfected using a Nucleofector®−4D (Lonza) with the P3 Primary Cell X kit (Lonza, V4XP-3024). The cells were then selected for those with successful integration of the reporter cassette by treatment for 5 days with 1 x HAT containing media. At 9 to 12 days after colonies appeared clones were picked and re-plated on a gelatinised 96 well plate. The clones were then grown in media containing 1 x HT for 2 passages and then used for IVD and flow cytometry as detailed.

To study the impact of different transcription factor binding on the *Galnt1* enhancer, sequences were produced where various transcription factor binding motifs were mutated. These mutant versions of the enhancer were cloned in the same way as with the original *Galnt1* enhancer sequence (Supplementary Notes Table 3).

To validate enhancer elements identified in our enhancer, enhancers associated to the *Sparc*, *Pxn, Eif2b3, Dlk1* and *Hspg2* genes were chosen. These enhancers were also identified as being VEGF signalling responsive taken as a 2-fold change in ATAC-seq peak height with and without VEGF in the culture. Primers (Supplementary Notes Table 4) were designed to amplify out the 400 bp enhancer element and then the enhancer element was cloned HM-1 mESCs as described above.

To validate the + 23 kb and + 3.7 kb *RUNX1* enhancers, the 400 bp enhancer sequences were synthesised by GeneArt String synthesis (Thermo Fisher). For each *RUNX1* enhancer with individual TF binding motifs mutated GeneArt String synthesis (Thermo Fisher) was used (Supplementary Notes Table 3). The sequences were then cloned into HM-1 mESCs as described above.

#### ATAC-sequencing

ATAC-Seq was performed as described in Buenrostro et al.^66^. Briefly 5000-50,000 HB, HE1, HE2 and HP cells were sorted by FACS and transposed in 1x tagment DNA buffer, Tn5 transposase (Illumina, 20034197) and 0.01% Digitonin (ThermoFisher, BN2006) for 30 min incubated at 37 °C with agitation. DNA was purified using a MinElute Reaction Cleanup Kit (Qiagen) and DNA was amplified by PCR using Nextera primers^66^.

#### Single cell sorting and single cell RNA-Seq

7.0 × 10^6^ cells from the All cytokines condition blast culture and 2.8 × 10^6^ cells from the VEFG withdrawal blast culture were taken for cell sorting and sc-RNA-Seq library preparation. Both samples were stained with CD41-PECY7 (1:100)(eBioscience, 25-0411-82), KIT-APC (1:100)(BD Pharmingen, 553356) and TIE2-PE (1:200)(eBioscience, 12-5987-81) and then sorted into HE1 (KIT + , TIE2 + , CD41-) and HE2 (KIT + , TIE2 + , CD41 + ) populations. From the All cytokines sample, 758000 HE1 and 380000 HE2 cells were sorted. From the VEGF withdrawal sample 71500 HE1 and 33300 HE2 cells were purified by cell sorting. Cells were resuspended in 80 μL at a concentration of 1000–1200 cells/μL for evaluation of cell viability. The viability of the All cytokines populations as measured by Trypan Blue (Merck, T8154) staining was found to be 73% for HE1 and 92% for HE2. The viability of the VEGF withdrawal populations was found to be 73% and 75%. For each sample, 10,000 single cells were loaded on a Chromium Single Cell Instrument (10x Genomics) and processed.

### Data analysis methods

#### Enhancer sequencing data analysis

Paired end sequencing reads were trimmed using Trim Galore (https://github.com/FelixKrueger/TrimGalore)^67^ with the parameters --nextera --length 70 –paired to remove remaining adaptor sequences and poor-,quality sequences. The reads were then aligned to the mm10 genome using bowtie2^68^ using parameters --very-sensitive --fr --no-discordant -X 600 --no-mixed, a maximum fragment length (-X) of 600 bp was set based on the largest size selected fragments during the initial cloning. Aligned reads were filtered for only those which were properly paired and with a mapq score of over 40 using Samtools and output as a bedpe file. Because we treat each unique read as a direct readout of enhancer activity, this filtering is an essential step to remove multimapping reads which would produce false positives. The bedpe file was further converted to a bed file of enhancer fragments by taking the first co-ordinate of read 1 and the final co-ordinate of read 2 for each pair. Duplicate fragments were removed using the unique function leaving a bed file of unique aligned fragments representing those PCR amplified from the FACS sorted cells.

Because we use the fragments generating a positive FACS signal as a direct readout of enhancer activity stringent filtering is essential. To remove potential PCR artefacts, a library was produced using the same PCR conditions as the other libraries but using DNA from untransfected cells. Since there should be no complimentary sequences to the ATAC primers in wild type DNA any fragments produced in this background library represent PCR artefacts. Using the background library, fragments were further filtered using the intersect function on Bedtools^69^ and any having a perfect overlap with the background library were removed. The fragments were then filtered using Bedtools intersect for those which were found in open chromatin, defined by DNaseI-Seq, in Goode et al. (2016)^18^ and further by a corresponding ATAC peak in the correct differentiation stage in HM-1 cells. This enabled us to define which stage a reporter fragment would be in open chromatin and have potential to act as an enhancer. Finally, the enhancer fragments were annotated using the annotatePeaks function of Homer for those within 1.5 kb of a TSS (promoter fragments) and distal fragments representing genuine enhancers. This analysis produced a final list of enhancer fragments which was used for all further fragment analyses. We defined full enhancers by overlapping distal ATAC sites with enhancer fragments and called any open chromatin region with an overlapping positive enhancer fragment as enhancer positive. The remaining ATAC sites we define as negative/unknown because negative fragments may not overlap the required TF binding sites for enhancer activity.

#### ATAC-seq data analysis

Single-end reads from ATAC-seq experiments were processed with Trimmomatic (version 0.39) and aligned to the mm10 mouse genome using Bowtie2 2.4.4^68^ using the options -very-sensitive-local. Open chromatin regions (peaks) were identified using MACS2 2.2.7.1^70^ using the options -B -trackline -nomodel. The peak sets were then filtered against the mm10 blacklist^71^. Peaks were then annotated as either promoter-proximal if within 1.5 kb of a transcription start site and as a distal element if not. To conduct differential chromatin accessibility analysis, a peak union was first constructed by merging peaks from two comparisons. Tag-density in a 400 bp window as centred on the peak summits was derived from bedGraph files from MACS2 peak calling using the annotatePeaks.pl function in Homer 4.11^72^ (with the options -size 400 -bedGraph. Tag-densities were then normalised as counts-per-million (CPM) in R v3.6.1 and further log_2_- transformed as log_2_(CPM + 1). In cases were replicate samples were available, the average normalized tag count was used for all downstream comparisons. A peak which was two-fold increase or decrease different to the control was taken as being differentially accessible. A de-novo motif analysis was performed on sets of gained and lost peaks using the find -MotifsGenome.pl function in Homer using the options -size 200 -noknown. Tag density plots were constructed by retrieving the tag-density in a 2 kb window centred on the peak summits with the annotatePeaks.pl function in Homer with the options -size 2000 -hist 10 -ghist -bedGraph. These were then plotted as a heat map using Java TreeView v1.1.6^73^.

#### Gene annotation using HiC data

Promoter capture HiC data from ESCs cells were downloaded from Novo CL et al. (accession numbers: GSM2753058, runs: SRR5972842, SRR5972842, SRR5972842, SRR5972842, SRR5972842)^34^ and from HPC7 from Comoglio et al.^74^ (accession numbers: GSM2702943 & GSM2702944, runs SRR5826938, SRR5826939). The CHi-C paired-end sequencing reads were aligned to the mouse genome mm10 build using HiCUP pipeline^75^. Initially, the raw sequencing reads were separated and then mapped against the reference genome. The aligned reads were then filtered for experimental artefacts and duplicate reads, and then re-paired. Statistically significant interactions were called using GOTHiC package^76^ and HOMER software^72^. This protocol uses a cumulative binomial test to detect interactions between distal genomic loci that have significantly more reads than expected by chance, by using a background model of random interactions. This analysis assigns each interaction with a p-value, which represents its significance. The union of all CHiC interactions from both ESC and HPC7 cells were used to annotate positive enhancer to their related promoter.

#### Motif co-localization analysis

Genomic co-ordinates for each transcription factor (TF) binding motif were retrieved from the sets of stage specific positive enhancer fragments and from within all distal ATAC-Seq peaks using the annotatePeaks.pl function in Homer and exported as a BED file using the -mbed option. Motif co-occurrence was then measured for each stage (ES, HB, HE1, HE2 and HP) by counting the number of times a pair of TF motifs were found within 50 bp of each other in the set of specific positive enhancer fragments.

To assess the significance of this co-occurrence, we carried out a re-sampling analysis whereby a number of ATAC-Seq sites equal to the number of stage specific enhancer fragments was randomly sampled from the set of all distal ATAC sites found in that stage. The number of motif pairs was then counted in this random set. This procedure was repeated 1000 times and resulted in a distribution of motif pair counts for each pair of TF binding motifs. A z-score was then calculated for each motif pair using as:

1 $$z=\frac{x-{{{{{\rm{\mu }}}}}}}{{{{{{\rm{\sigma }}}}}}}$$

Where x is the number of motif pairs found in the specific positive enhancer fragments, μ is the average number of motif pairs in 1000 random samples, and σ is the standard deviation for those motif pair counts. A positive z-score in this case suggests that the number of motif pairs found in the positive enhancer fragments is greater than could be expected by chance. The resulting z-score matrix was then hierarchically clustered using complete linkage of the Euclidean distance in R and displayed as a heatmap.

#### Relative motif enrichment analysis from ATAC-Seq data

To identify transcription factor binding motifs which were enriched in a set of peaks relative to another, we calculated a relative enrichment motif score, *S*_*ij*_ for each motif *i* in each peak set *j* as:

2 $${S}_{{ij}}=\frac{\frac{{n}_{{ij}}}{{m}_{j}}}{{\sum }_{j}\frac{{n}_{{ij}}}{{\sum }_{j}{m}_{j}}},$$

where *n*_*ij*_ is the number of instances of motif *i* in peak set *j* and *m*_*j*_ is the total number of sites in peak set *j*. This score was calculated for each TF motif in each of the peak sets and a matrix of enrichment scores was produced which was then hierarchically clustered using complete linkage of the Euclidean distance in R and displayed as a heat map with results scaled by either row or column.

#### Single cell RNA-Seq analysis

Fastq files from scRNA-Seq experiments were aligned to the mouse genome (mm10) using the count function in CellRanger v6.0.1 from 10x Genomics and using gene models from Ensembl (release 102) as the reference transcriptome. The resulting Unique Molecular Identifier (UMI) count matrices were processed using the Seurat package v4.0.5^77^ in R v4.1.2. Cell quality control was carried out for each of the four samples sequenced individually in order to remove cells which had few or a higher than expected number of detected genes or that had a high proportion of UMIs aligned to mitochondrial transcripts or quality control parameters for each sample. Genes detected in less than 3 cells were removed from the analysis.

The filtered data objects for each cell type were then combined according to their VEGF status and normalized using the LogNormalize method. In order to calculate the cell cycle stage for each of the cells, the in-built S-phase and G2M-phase marker gene lists from Seurat were first converted from human gene symbols to their corresponding mouse orthologs using the biomaRt package v2.50.0^78^ in R. Cell cycle stage was then inferred using the CellCycleScoring function in Seurat. The possible effect of cell cycle stage on downstream analysis was then removed from the dataset by linear regression using the ScaleData function. Clustering of cells was performed using the first 20 principal components and visualized using the Uniform Manifold Approximation and Projection (UMAP) method. Cell marker genes for each of the clusters identified (Supplementary Dataset 5) were calculated using the FindAllMarkers function. A gene was considered a marker gene if it was expressed with a log2 fold-difference of 0.5 between the cluster being considered and all other cells as well as being detected in at least 50% of cells in that cluster. A gene was considered statistically significant if it had a Bonferroni-adjusted *p*-value < 0.05. Cell type was then inferred for each cluster identified by manual inspection of the marker gene lists and comparing these to the expression known surface markers genes (Tie2, Cd41) for HE1, HE2, and HP.

Cell trajectory (pseudotime) analysis was carried out using Monocle v3.1.0^79^. Data from Seurat was exported to Monocle using the seuratwrappers package in R (https://github.com/satijalab/seurat-wrappers). Trajectories were then inferred using the learn graph function and ordered along pseudotime by selecting a root node which corresponded to the earliest cell-type (HE1).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The genome-wide data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE198775. The genome-wide data generated in this study have also been provided as a UCSC Genome Browser Track-Hub (https://genome-trackhub.bham.ac.uk/data/EnhancerHub/hub.txt). The publicly available genome-wide data analysed in this study were deposited in GEO under accession code GSE69101, GSE143460, GSE126496 and GSE79320. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A genome-wide relay of signalling-responsive enhancers drives hematopoietic specification
**Source:** Nat Commun. 2023 Jan 17;14:267. doi: 10.1038/s41467-023-35910-9
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

Descriptions of additional Supplementary Files

Supplementary Data 1 – Enhancer Positive ATAC sites

Supplementary Data 2 – Enhancer Positive stage specific ATAC sites

Supplementary Data 3 -All Stages Enhancer Positive ATAC site gene associations

Supplementary Data 4 - VEGF Responsive Enhancers linked to VEGF Responsive Genes with GO terms and KEGG pathways

Supplementary Data 5 - List of scRNAseq cell marker genes

How the deposited data were processed for this re-analysis (not part of the article)

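ATAC-Seq peak lists of 5 stages of blood cell differentiation from HM-1 mouse ES cells in serum were analysed, with 2 replicates each of ES, HB, HE1, HE2 and HP cells. The authors trimmed single-end reads with Trimmomatic (0.39), aligned them to mm10 (GRCm38) with Bowtie2 (2.4.4), called peaks per library with MACS2 (2.2.7.1) and removed blacklisted regions. As deposited, each list gives the position of a peak, its summit, the −log10 p and −log10 q that MACS2 computed for the authors, a score from the latter and the fold of the pileup over the local background. Scores and folds are values within a library, not normalized between libraries, and were used only to rank or describe peaks of 1 list. Reads per library and the depth at each site are not known from the lists, so no value was scaled by depth.

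Peaks were assigned to promoters (summit within 1.5 kb of any TSS of the GENCODE mouse annotation, release M21) or called distal. A distal peak was assigned to the gene with the nearest TSS within 100 kb. Similarity of libraries was the Jaccard index of base pairs, tested by an exact permutation over all ways to pair the 10 libraries, one-sided. Stage-restricted sites were called in both replicates of a stage and in no library of another stage (overlap of at least 1 bp), with exact Clopper-Pearson intervals at 95%. Listed sites of Supplementary Data 2 were matched to peaks in the same way.

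Motif frequency was the share of distal peaks of a library with an exact match to a consensus sequence within 200 bp centred on the summit, for 40 motifs. The log2 shares were fitted with limma (3.58.1), each stage was compared with the mean of the other 4, and p-values were adjusted by Benjamini-Hochberg over all 200 contrasts at a threshold of 0.05. The relative motif enrichment score S followed the formula in the paper's methods, on sites called in both replicates of 1 stage and in neither replicate of another. Motif pairs within 50 bp (centre to centre, with pairs in which a motif contains the other left out) were counted in the 400 bp listed sites and compared with 1000 random draws of distal sites of the same stage, cut to 400 bp. A pair with a z-score over 3 was counted as over-represented.

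Distal peaks per gene were fitted with limma with a trend on log2 values (pseudocount 0.5, scaled to the distal peaks of the library) for 2981 genes with a mean of at least 3 peaks, with 4 contrasts (HB against ES, HE1 against HB, HE2 against HE1 and HP against HE2), adjusted within each contrast. Shares of distal peaks assigned to 13 gene lists (pluripotency, mesoderm and hemangioblast, endothelial, NOTCH and arterial, HIPPO and AP-1, hematopoietic TFs of the EHT, hematopoietic surface, erythroid and megakaryocyte, myeloid with macrophage and mast cell, smooth muscle, cardiac, neuroectoderm, endoderm) were fitted in the same way as the motif shares, over 65 contrasts. The named genes were, per contrast, the 5 largest rises and the 5 largest falls among called genes that moved the same way in both replicates, the genes that the paper names, and up to 20 called members of the lists. The motifs named were the 3 highest and 3 lowest per stage and those the paper names. Spi1, Galnt1, Pxn, Sox17, Kdr, Klf2, Gfi1 and Gfi1b had a mean under 3 distal peaks and were not tested, and Jun had no assigned distal peak. The 5′URE and 3′URE of Spi1 lay nearest to a TSS of Slc39a13 and were not counted for Spi1.

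Alternatives were the 30000 highest peaks of each library, a promoter limit of 5 kb, TSSs of protein-coding genes alone, calls in either replicate, other overlaps, a window of 400 bp, division by the share of 10 shuffled sequences, every gene with a TSS within 50 kb, a pseudocount of 2, a mean of at least 1 peak, pairs within 20 bp, other backgrounds, a replicate block, and leaving out libraries. With a library left out, its stage had a single library that was assumed to vary like the other stages. The test of peaks per gene was tested on simulated data with planted changes in 200 genes. It recovered 39 of 50 genes with 4-fold rises and none of 50 with 4-fold falls under Poisson spread, and 50 and 8 of 50 under the spread given by peaks shared between replicates. The motif test recovered 8 of 8 motifs planted at 1.3-fold and called 1 of 32 unchanged ones under binomial spread. Differences between replicates beyond counting error were not simulated for motifs, so these numbers do not hold for motifs whose replicates differ more. Changes in few peaks per gene, falls above all, were thus often missed. Software was Python 3.11.15, R 4.3.3, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, statsmodels 0.14.6, matplotlib 3.10.9 and samtools 1.23.1. Serum-free cultures, reporter fragments, ChIP and RNA data, and the position-weight matrices of the paper were not used here.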

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

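The test of base composition for the MEF2 motif was chosen after the result was seen.

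MEF2 motifs, bound by factors that act in endothelial, cardiac and muscle development, were in 0.770% ± 0.0434 (SD, n = 2) of HE1 distal peaks and 0.695% ± 0.0104 of HE2 peaks, 2.08 and 1.83 times the geometric mean of the other stages (log2 differences 1.06 and 0.87, adjusted p = 2.62e-07 and 8.77e-07 from limma), a motif that the text of the paper does not discuss and that lay above the shares of its shuffled sequence (0.271% and 0.275%). HP cells were also higher (0.523%, log2 difference 0.36, adjusted p = 9.39e-05 from limma), and ES and HB cells lower (0.221% and 0.233%). After division by the share of the shuffled sequence the log2 difference of HE1 was 1.02 (standard error 0.0403, adjusted p = 2.00e-06 from limma), which argues against the base composition of the peaks as the whole cause. A candidate explanation that stays open is a difference in the TFs acting in blast culture, which peak lists cannot test, since a motif does not show which factor was bound. The depth of the libraries stays open too, because it is not known.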

How the results depend on the processing

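Alternatives were chosen before the data were examined, apart from 3 that were added later: genes with each library centred on its median gene, motif pairs expected at least 5 times, and similarity with a library left out. Replicates of a stage stayed more alike than other libraries under every alternative, with differences of 0.288 (without ES replicate 1) to 0.346 (top 30000) for distal and 0.104 (reciprocal 50% overlap) to 0.162 (promoter limit 5 kb) for promoter peaks. With a replicate block the exact permutation p was 0.00833 for both, and without HE1 replicate 1 it was 0.00212. Correlations of replicate differences between stages ranged from −0.215 to 0.440 for motifs (median 0.184, 7 of 10 over 0.1), −0.0195 to 0.0213 for genes (median −0.00647, 0 over 0.1) and −0.743 to 0.618 for lists (median 0.446, 6 over 0.1). They were not all over 0.1 in any set, so the libraries were treated as sharing a number alone. In the test of named motifs, 415 of the values kept their direction and side of the threshold under other settings and 839 with a library left out, 15 and 34 lost their call, 9 and 7 gained one, and 1 reversed, SMAD in HP cells (0.00572, or −0.0667 after division by the shuffled share). Values past the threshold under neither setting were counted as unchanged whatever their sign. Motifs lower in HE1 ranged from 5 (without HE1 replicate 1) to 9 (without HE2 replicate 1). The cause was not tested for any of the changes below.

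Stage-restricted distal sites ranged, with a replicate left out, from 26745 to 32463 in ES, 13486 to 16700 in HB, 4233 to 6042 in HE1, 2922 to 3269 in HE2 and 4337 to 4944 in HP. Fewer libraries have to share a call then, so the rise follows from the construction. With calls in either replicate they numbered 34615, 16686, 4981, 3210 and 5028 in the same order, and with the top 30000 6230 in ES, 3911 in HB and 167 in HE2. Restricted promoter sites ranged with a replicate left out from 2322 to 2799 in ES, 1070 to 1458 in HB, 299 to 421 in HE1, 256 to 288 in HE2 and 376 to 454 in HP. In the same order of stages they numbered 2963, 1308, 339, 270 and 426 with calls in either replicate, 3874, 1874, 269, 104 and 436 with a promoter limit of 5 kb, and 535, 292, 36, 14 and 78 with protein-coding TSSs. With the top 30000 they numbered 514 in ES and 411 in HB.

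Listed enhancer sites found at their own stage numbered 647 for ES, 543 for HB, 174 for HE1, 8 for HE2 and 171 for HP with the top 30000, and sites found there alone 589 for ES and 3 for HE2. Sites found at their own stage alone numbered 255 for HE1, 28 for HE2 and 226 for HP with calls in either replicate. With a replicate left out they ranged from 261 to 551 for HE1, 42 to 43 for HE2 and 238 to 270 for HP.

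The score S of RUNX in HP was 2.53 with a window of 400 bp, 2.52 with the top 30000 and 2.52 to 2.93 with a replicate left out. For PU.1 in HP it was 2.08, 1.95 and 2.18 to 2.27, and for SOX in HE1 1.43, 1.47 and 1.49 to 1.53. All stayed above 1. Of the other named scores, 19 stayed within 1 SD under other settings and 45 moved, and with a replicate left out 30 stayed and 34 moved. Motif pairs over 3 that were expected at least 5 times numbered 3 in ES, 3 in HB, 6 in HE1, 0 in HE2 and 1 in HP. Of the named pairs, 137 values were unchanged under other settings, 12 lost and 1 gained a z-score over 3, and CTCF with MEF2 in HP reversed to −0.153 within 20 bp. With a replicate left out 100 were unchanged and 2 lost it.

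Gene counts also depended on the settings. For HB against ES, genes that rose numbered 127 with the top 30000, 2236 with every gene within 50 kb, 1671 with a mean of at least 1 site and 202 centred on the median gene, and ranged from 271 to 639 with a library left out. Genes that fell numbered 15, 614, 862 and 254 under these settings and 258 with protein-coding TSSs, and ranged from 51 to 133. For HE1 against HB, genes that rose numbered 65, 2699, 2090 and 315 and ranged from 353 to 590, and genes that fell numbered 37, 1481, 1294 and 460, or 466 with protein-coding TSSs, and ranged from 124 to 296. For HE2 against HE1, genes that rose numbered 5 with the top 30000, 6 with a promoter limit of 5 kb, 6 with every gene within 50 kb, 2 with protein-coding TSSs, 1 with a pseudocount of 2, 214 with a mean of at least 1 site and 1 with a replicate block, and ranged from 0 to 6. Genes that fell there numbered 1 with the top 30000 and 87 with a mean of at least 1 site, and ranged from 0 to 3. For HP against HE2, genes that rose numbered 2 with the top 30000, 129 with every gene within 50 kb, 41 with protein-coding TSSs, 61 with a pseudocount of 2 and 281 with a mean of at least 1 site, and ranged from 0 to 22. Genes that fell there numbered 10, 137 and 574 with the top 30000, every gene within 50 kb and a mean of at least 1 site, and ranged from 4 to 63. Of the named genes, 506 values were unchanged under other settings, 65 lost and 6 gained a call, and Notch1 reversed for HB against ES (−0.29, or 0.90 with protein-coding TSSs). With a library left out 736 were unchanged, 133 lost and 1 gained a call. A setting under which a gene was not tested gave no value, which holds for most named genes with the top 30000. More genes are tested with every gene within 50 kb or a mean of at least 1 site, and fewer peaks are counted with the top 30000.

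Gene lists higher at a stage numbered 2 in ES, 5 in HB and 6 in HE1 with the top 30000, 5 in HE2 with a promoter limit of 5 kb, and 5 in HB and 6 in HE2 with every gene within 50 kb. Lists lower numbered 5 in HE1, 3 in HE2 and 2 in HP with the top 30000, 1 in HP with the limit of 5 kb, and 5 in HB, 2 in HE1, 1 in HE2 and 1 in HP with every gene within 50 kb. With a library left out, lists higher ranged from 0 to 1 in ES, 1 to 4 in HB, 1 to 4 in HE1, 1 to 4 in HE2 and 3 to 5 in HP, and lists lower from 1 to 3 in HB, 0 to 1 in HE1 and 0 to 1 in HE2. With the top 30000, 3 list values reversed: erythroid in ES (−0.04 to 0.39) and HE1 (0.12 to −0.29) and smooth muscle in HE1 (0.37 to −0.18). With every gene within 50 kb, cardiac in HB (−0.04 to 0.20), HIPPO and AP-1 in HP (−0.09 to 0.12) and myeloid in HE2 (−0.02 to 0.15) reversed. Of the other list values, 210 were unchanged, 10 lost and 34 gained a call under other settings, and 589, 53 and 8 with a library left out. The presence of peaks at 11 named elements was tested with the top 30000 alone. Depth is not known from the lists, so how much of any difference in the number of peaks depends on it was not tested.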

Differences from the paper's values

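No test in this part was chosen after the result was seen, apart from limiting motif pairs to those expected at least 5 times. Of the values the paper states, the numbers of distal ATAC sites behind Fig. 2a could be compared, and at each of the 5 stages they lay within 1.5 times of the number of distal sites open in both replicates. The pattern over the stages differed. The paper's numbers were 35358 in ES and 33878 in HP, while here they were 47455 and 25309. Under some alternatives the numbers lay more than 1.5 times apart. With the top 30000 the sites numbered 13385 in ES, 13234 in HB, 14049 in HE1, 13238 in HE2 and 13627 in HP, with calls in either replicate 72820 in ES and 56570 in HB, without replicate 1 56078 in ES and 49797 in HB, without replicate 2 65109 in ES, and with a promoter limit of 5 kb 20620 in HP.

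Directions that matched the paper were RUNX (log2 difference 1.17) and PU.1 (0.84) in HP cells, TEAD (0.48) and SOX (0.51) in HE1, AP-1 with SMAD pairs in HE1 (z-score 3.52), C/EBP with PU.1 pairs in HP cells (4.11), the peak at the Dlk1 enhancer in all stages of Fig. 2g, and the missing peak at the Runx1 +23 kb enhancer in HB in Fig. 2h. The z-scores of AP-1 with SMAD and C/EBP with PU.1 fell under 3 within 20 bp. They were 1.15 and 2.04 with the hits moved between the listed sites. C/EBP with PU.1 also fell under 3 against sites open in either replicate. The C/EBP consensus lay in 1.47% of HP distal peaks, against 2.05% for its shuffled sequences. The following did not match.

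The paper gives TEAD and SOX motifs as enriched in the HE. In HE2, TEAD had a log2 difference of 0.01 (adjusted p = 0.954 from limma) and SOX 0.10 (adjusted p = 0.140). These compare all distal peaks of HE2 with the mean of the other 4 stages, HE1 among them, while the paper used stage-specific distal sites. TEAD was in 6.13% of HE2 peaks, against 4.23% in HP, 5.42% in HB, 7.92% in HE1 and 7.51% in ES cells. SOX was in 10.3% of HE2 peaks, against 6.96% in HP, 8.16% in HB, 12.9% in HE1 and 11.4% in ES cells. Without HE2 replicate 2, an alternative set before the data were examined, SOX was higher in HE2 (0.20, adjusted p = 0.00917), and no alternative called TEAD in HE2. TEAD was also higher in ES cells (0.38).

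In Fig. 2f the code for the Runx1 +3.7 kb enhancer gives no ATAC peak in HB. Both HB libraries had a peak there, with folds of 6.19 and 6.44. With the 30000 highest peaks of each library, an alternative set before the data were examined, neither HB library had it, as in the paper. The legend gives this code for ATAC peaks but defines it by enhancer activity.

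The paper reports that AP-1 motifs pair with themselves in ES and HB cells. Here the z-scores were −0.697 and −0.431, and within 20 bp the value for HB was 0.186. In HE1 the same pair reached 2.50, or 3.02 against sites open in either replicate. No pair of AP-1 with another motif had a z-score over 3 in ES, HB or HP cells.

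For ES cells the paper names pairs of NANOG, SOX2 and OCT4 motifs. The z-scores were 2.41 for SOX with OCT, 1.76 for SOX with NANOG and −1.49 for OCT with NANOG, none over 3 under any alternative, beside 5.32 for OCT with OCT. The NANOG consensus was little more common in ES distal peaks than its shuffled sequences (1.59% against 1.37%), which limits the pairs with NANOG. For HE1 it names RBPJ pairs, and the z-scores were −0.999 with AP-1 and 0.270 with SMAD. For HE2 it names PU.1 with SMAD and with OCT, and the z-scores were −0.701 (0.352 within 20 bp) and −0.294. The draws held few of these pairs, 2.65 for RBPJ with AP-1, 2.10 for PU.1 with SMAD and 0.0870 for PU.1 with OCT. A moderate over-representation of such rare pairs was not detectable.

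For HP cells the paper names C/EBP, RUNX, PU.1 and GATA motifs as co-localized, and AP-1 with C/EBP, RUNX and PU.1. Of the 6 pairs among the first 4 motifs, 1 had a z-score over 3, and the pairs of GATA had −0.527 with RUNX, −0.0495 with PU.1 and 0.121 with C/EBP. AP-1 had −0.803 with C/EBP, 1.81 with RUNX and 1.91 with PU.1. AP-1 with C/EBP was expected 0.621 times and C/EBP with GATA 1.82 times, too few to detect a moderate over-representation. These values came from consensus sequences and 400 bp sites, while the paper used position-weight matrices and fragments, and the paper states no threshold for its z-scores.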

Other observations

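Centring genes on the median gene and counting pairs of different motifs apart were chosen after the results were seen, and the other tests of this part before theirs were.

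Distal peaks near genes of endothelial cells were most frequent in HE1 and HE2, at 2.00 ± 0.0835 and 1.98 ± 0.0647 (SD, n = 2) per 1000 distal peaks. Their log2 differences from the other 4 stages were 0.53 and 0.51 (adjusted p = 0.000594 and 0.000660 from limma over 65 contrasts), with −0.89 in ES cells (adjusted p = 2.28e-05) and −0.38 in HB (adjusted p = 0.00339). Peaks near genes of the mesoderm and hemangioblast were highest in HB (1.50 ± 0.0628 per 1000, 0.58, adjusted p = 0.000411). Those near hematopoietic TFs of the EHT were highest in HP cells (1.46 ± 0.135 per 1000, 0.51, adjusted p = 0.00330) and lowest in ES cells (−0.86, adjusted p = 0.000217). Hematopoietic surface genes had the same pattern (0.50 in HP, adjusted p = 0.00287; −0.47 in ES, adjusted p = 0.00339), although with a promoter limit of 5 kb the value in HP cells was 0.29 (adjusted p = 0.0527). Smooth muscle genes were higher in HP cells (0.60, adjusted p = 0.000773) and lower in ES cells (−1.12, adjusted p = 2.28e-05). ES cells were also lower for cardiac (−0.95, adjusted p = 0.000411), endoderm (−0.89, adjusted p = 0.000595) and NOTCH and arterial genes (−0.60, adjusted p = 0.00225). Lower values in ES cells were general, with 9 of 13 lists lower and a median list at −0.47, so a list near that value, such as surface genes, is not set apart. The higher values in HP cells are shares, and the numbers of peaks in HP were no higher than in HE2. They were 48 and 44 against 48 and 48 for hematopoietic TFs, and 27 and 32 against 30 and 29 for surface genes. For smooth muscle genes they were 26 and 27 against 30 and 25. The HP libraries had fewer distal peaks in all, and their depth is not known. Neuroectoderm genes passed at no stage (−0.21 to 0.19). These calls held with each library left out.

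Other list calls ended when a library was left out. Pluripotency genes were higher in ES cells (0.55, adjusted p = 0.00710 from limma), but not without ES replicate 2 (0.40, adjusted p = 0.0762). They were higher in HB (0.40), but not without HB replicate 1 (0.42, adjusted p = 0.106), HB replicate 2 (0.39, adjusted p = 0.133), HE1 replicate 1 (0.40, adjusted p = 0.0569) or HE1 replicate 2 (0.41, adjusted p = 0.0524). They were lower in HE1 (−0.49), but not without HE1 replicate 1 (−0.46, adjusted p = 0.0801) or HE1 replicate 2 (−0.52, adjusted p = 0.0569). NOTCH and arterial genes in HB (0.51) were not called without HB replicate 1 (0.38, adjusted p = 0.0754), and myeloid genes in HP (0.46) not without HB replicate 1 (0.44, adjusted p = 0.0509) or HP replicate 1 (0.37, adjusted p = 0.138). Cardiac genes were higher in HE1 (0.52) and HE2 (0.55), but not without HE1 replicate 2 (0.48, adjusted p = 0.0618) and HE2 replicate 1 (0.46, adjusted p = 0.0694). HIPPO and AP-1 genes in ES cells (−0.26, adjusted p = 0.0382), and erythroid genes in HP (0.33, adjusted p = 0.0401) and HB (−0.32, adjusted p = 0.0498), were called by a narrow margin. HIPPO and AP-1 in ES and erythroid in HB lost their call without ES replicate 2 or any HB, HE1 or HE2 library (−0.33 to −0.18 and −0.37 to −0.26), and erythroid in HP without any library but ES replicate 2 and HP replicate 2 (0.11 without HP replicate 1). Endothelial genes in HP (0.23, adjusted p = 0.0380) lost theirs without any library but ES replicate 1 (0.21 to 0.24). Genes of the mesoderm in ES cells (−0.28) lost it without ES replicate 1 (−0.26, adjusted p = 0.0686) or ES replicate 2 (−0.30, adjusted p = 0.0528), and surface genes in HB (−0.30) without HB replicate 1 (−0.39), HB replicate 2 (−0.22), HE1 replicate 2 (−0.28) or HE2 replicate 2 (−0.30). Smooth muscle genes in HE1 (0.37) lost it without HE1 replicate 1 (0.34) or HE1 replicate 2 (0.39), and in HE2 (0.32) without HE2 replicate 1 (0.24) or HE1 replicate 2 (0.31). With the top 30000 the value of smooth muscle genes in HE1 turned to −0.18.

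Of 2981 genes tested by limma, 633 (21.2%) had more and 130 (4.36%) fewer distal peaks in HB than in ES cells, relative to all distal peaks, and 589 (19.8%) more and 280 (9.39%) fewer in HE1 than in HB. The median log2 values over the genes were 0.34 and 0.17. With each library centred on its own median gene the numbers were 202 and 254, and 315 and 460. From HB to HE1 the median log2 value was then −0.10, so this centring did not bring it to that of an unshifted gene. In simulated data for HE1 against HB, the test of peaks per gene recovered 39 of 50 4-fold rises and 0 of 50 4-fold falls under Poisson spread. Under the spread given by peaks shared between replicates it recovered 50 and 8 of 50. More rises than falls can therefore come in part from the test. Values and adjusted p-values below are those of the centred fit. The genes also kept their call in the fit without centring under each alternative that tested them, although most were not tested with the top 30000 and some not with a promoter limit of 5 kb. Runx1 gained peaks in HB (log2 0.82, standard error 0.203, adjusted p = 0.0225), as did Fli1, an ETS factor of endothelial and blood cells (from 0 and 0 to 1 and 2 peaks, 1.95, adjusted p = 0.00473), Egfl7, a secreted endothelial protein (2 and 2 to 5 and 5, 1.14, adjusted p = 0.00895), Isl1, a TF of cardiac progenitors (4 and 3 to 6 and 8, 0.91, adjusted p = 0.0210), and T, the mesodermal TF Brachyury (6 and 5 to 8 and 9, 0.59, adjusted p = 0.0382). Itpr2, a calcium channel, rose the most (0 and 0 to 6 and 7, 3.80, adjusted p = 5.76e-05), and a fit from 0 peaks depends on the pseudocount. In HE1, Fli1 rose again (to 5 and 5, 1.65, adjusted p = 0.00621), with Elf1, an ETS factor (1 and 1 to 5 and 6, 2.14, adjusted p = 0.00248), Mef2c, a TF of endothelial and cardiac cells (2 and 2 to 5 and 5, 1.28, adjusted p = 0.00839), and Itgb3, an integrin of megakaryocytes (4 and 4 to 7 and 6, 0.78, adjusted p = 0.0154). Dlk1 fell from 12 and 12 to 4 and 4 peaks (−1.33, adjusted p = 0.00342), Isl1 from 6 and 8 to 2 and 2 (−1.43, adjusted p = 0.00184), Wnt3a, a WNT ligand, from 7 and 8 to 3 and 3 (−1.05, adjusted p = 0.00285) and Olig3, a neural TF, from 6 and 6 to 0 and 0 (−3.56, adjusted p = 0.000260). With a library left out, genes that rose from ES to HB numbered 393 (without ES replicate 1), 400 (without ES replicate 2), 271 (without HB replicate 1) and 305 (without HB replicate 2), and genes that fell 54, 51, 58 and 72 in the same order. From HB to HE1, 358 rose without HB replicate 1, 390 without HB replicate 2, 353 without HE1 replicate 1 and 367 without HE1 replicate 2, and 124, 148 and 186 fell without HB replicate 1, HB replicate 2 and HE1 replicate 1.

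From HE1 to HE2, 10 genes rose and 0 fell in limma (193 and 119 at an unadjusted p under 0.05), and from HE2 to HP 21 rose and 65 fell. The median log2 values over the genes were −0.08 and 0.09. With each library centred on its own median gene the numbers were 8 and 0, and 29 and 44. The median log2 values were then 0.01 and 0.18, so this centring did not remove the shift from HE2 to HP. The test missed most falls planted in simulated data, so 0 falls from HE1 to HE2 do not show that no gene lost peaks. The numbers from HE1 to HE2 were 5 and 1 with the top 30000, 6 and 0 with a promoter limit of 5 kb or every gene within 50 kb, 2 and 0 with protein-coding TSSs, 1 and 0 with a pseudocount of 2, and 214 and 87 with a mean of at least 1 site. From HE2 to HP more genes fell than rose in most settings, but 61 rose and 53 fell with a pseudocount of 2, and 129 and 137 with every gene within 50 kb. Slc25a13, a mitochondrial carrier, rose in HE2 (0 and 0 to 3 and 3 peaks, 2.81 centred, adjusted p = 0.00421; 2.72 without centring, adjusted p = 0.00387), but not without HE2 replicate 2 (2.67 without centring, adjusted p = 0.0809). Abcc12, a transporter, fell in HP cells from 4 and 4 to 0 and 0 (−2.81 centred, adjusted p = 0.00163). Runx1 passed the test neither in HE2 (0.23 centred, adjusted p = 0.789) nor in HP cells (0.38 centred, adjusted p = 0.305). Its peaks were counted without elements 4 and 5 of the locus, which lay nearest to a TSS of Gm49723. Relative to the median log2 value from HE2 to HP, Runx1 in HP cells was at 0.20. Without centring it was called higher in HP cells with the top 30000 (0.92, adjusted p = 0.0291) and with protein-coding TSSs (0.46, adjusted p = 0.0470). The rise in HE2 numbered 1 without ES replicate 1, ES replicate 2, HB replicate 1, HB replicate 2 or HE1 replicate 1, 6 without HE1 replicate 2, 5 without HE2 replicate 1, 0 without HE2 replicate 2, 4 without HP replicate 1 and 2 without HP replicate 2, and 3 fell without HE2 replicate 1. In HP cells 7 rose without either ES or either HB replicate, 6 without either HP replicate and 0 without HE2 replicate 1, and 41, 43, 40 and 40 fell without ES replicate 1, ES replicate 2, HB replicate 1 and HB replicate 2, 4 without HE2 replicate 1 and 40 without HE2 replicate 2.

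Among genes of the lists tested from ES to HB, where 21.2% of all genes rose, 4 of 8 of the mesoderm, 2 of 9 endothelial, 2 of 5 hematopoietic TF, 2 of 4 smooth muscle, 2 of 2 cardiac, 3 of 3 endoderm, 1 of 2 NOTCH and 1 of 2 surface genes rose, the same numbers adjusted over the list alone. None rose of 3 HIPPO, 2 erythroid, 1 pluripotency and 1 neuroectoderm genes, and no myeloid gene was tested. The pluripotency gene fell adjusted over the list alone. Centred on the median gene, where 6.78% of all genes rose, 2 mesoderm, 2 endothelial, 1 hematopoietic TF, 1 smooth muscle, 1 endoderm and 1 surface gene rose (with 2 cardiac genes more adjusted over the list alone), and 1 endothelial and 1 pluripotency gene fell (with 1 NOTCH and 1 erythroid gene more adjusted over the list alone).

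From HB to HE1, where 19.8% of all genes rose and 9.39% fell, 3 of 9 endothelial, 2 of 2 erythroid, 1 of 2 NOTCH, 1 of 3 HIPPO, 1 of 5 hematopoietic TF, 1 of 4 smooth muscle and 1 of 2 cardiac genes rose, the same numbers adjusted over the list alone. Of the mesoderm 2 of 8 fell (3 adjusted over the list alone), as did 1 NOTCH gene, and no surface, pluripotency, neuroectoderm or endoderm gene was called. The centred fit of this step had a median log2 value of −0.10, so its rises and falls are not balanced around the median gene. In it, where 10.6% of all genes rose and 15.4% fell, 2 endothelial, 1 erythroid and 1 cardiac gene rose and 4 mesoderm genes and 1 NOTCH gene fell. Adjusted over the list alone these were 2 endothelial, 2 erythroid, 1 cardiac and 1 NOTCH gene that rose, and 5 mesoderm, 1 NOTCH and 1 pluripotency gene that fell. No gene of a list was called in limma from HE1 to HE2 or from HE2 to HP, centred or not. Adjusted over the list alone, 1 surface gene rose and 1 erythroid gene fell in HE2, centred or not. In HP cells 1 endoderm gene rose, and 3 endothelial genes (2 when centred, with 3 that rose) and 1 each of the HIPPO, smooth muscle and cardiac lists fell.

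More distal sites were restricted to ES cells than to another stage, and the larger number of peaks in the ES libraries might account for that. With 30000 peaks kept in every library, the ES share was 46.5% (exact 95% binomial interval 45.7 to 47.4) against at most 29.6% at another stage (HB, 28.8 to 30.3), which argues against the number of peaks as the whole cause. Differences in depth stay open.

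Over-represented motif pairs could come from motifs that are each more frequent in the listed sites. When the hits of each motif were moved between the sites of a list, 43 of 104 pairs (41.3%) kept a z-score over 3, 5 of 17 in ES, 12 of 19 in HB, 6 of 27 in HE1, 7 of 14 in HE2 and 13 of 27 in HP cells. Pairs of a motif with itself do not test this, because moving hits also separates copies that overlap in a palindrome. Of 97 pairs of different motifs, 37 (38.1%) kept it, 3 of 15 in ES, 9 of 16 in HB, 6 of 27 in HE1, 7 of 14 in HE2 and 12 of 25 in HP cells. By the rule set beforehand, fewer than 50% goes with single-motif frequency, and the pairs taken together met it. HB (more than 50%) and HE2 (7 of 14) did not. The rule cannot show that single-motif frequency accounts for a pair. The pairs were picked for a z-score over 3, and 42 of the 104 were seen a single time, so some could fall under 3 without it. AP-1 with SMAD in HE1 (1.15) and C/EBP with PU.1 in HP (2.04) fell under 3. Both were still seen more often than after the move (51 against 43.5 and 6 against 2.61). GATA with KLF in HB (−0.752) and AP-1 with SOX in HE1 (−1.28) turned in direction.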
